# AAV-miR-204 Protects from Retinal Degeneration by Attenuation of Microglia Activation and Photoreceptor Cell Death

**DOI:** 10.1016/j.omtn.2019.11.005

**Published:** 2019-11-18

**Authors:** Marianthi Karali, Irene Guadagnino, Elena Marrocco, Rossella De Cegli, Annamaria Carissimo, Mariateresa Pizzo, Simona Casarosa, Ivan Conte, Enrico Maria Surace, Sandro Banfi

**Keywords:** inherited retinal diseases, microRNA, miR-204, photoreceptor degeneration, microglia, adeno-associated viral vector

## Abstract

Inherited retinal diseases (IRDs) represent a frequent cause of genetic blindness. Their high genetic heterogeneity hinders the application of gene-specific therapies to the vast majority of patients. We recently demonstrated that the microRNA miR-204 is essential for retinal function, although the underlying molecular mechanisms remain poorly understood. Here, we investigated the therapeutic potential of miR-204 in IRDs. We subretinally delivered an adeno-associated viral (AAV) vector carrying the miR-204 precursor to two genetically different IRD mouse models. The administration of AAV-miR-204 preserved retinal function in a mouse model for a dominant form of retinitis pigmentosa (*RHO-*P347S). This was associated with a reduction of apoptotic photoreceptor cells and with a better preservation of photoreceptor marker expression. Transcriptome analysis showed that miR-204 shifts expression profiles of transgenic retinas toward those of healthy retinas by the downregulation of microglia activation and photoreceptor cell death. Delivery of miR-204 exerted neuroprotective effects also in a mouse model of Leber congenital amaurosis, due to mutations of the *Aipl1* gene. Our study highlights the mutation-independent therapeutic potential of AAV-miR204 in slowing down retinal degeneration in IRDs and unveils the previously unreported role of this miRNA in attenuating microglia activation and photoreceptor cell death.

## Introduction

Inherited retinal diseases (IRDs), including among others, retinitis pigmentosa (RP), Leber congenital amaurosis (LCA), cone and cone-rod dystrophies, and macular dystrophies, are the most important causes of vision impairment in the working-age population (combined incidence of 1:3,500). These conditions display high genetic heterogeneity, with more than 200 causative genes. Degeneration and death of photoreceptor cells (PRs) are the common landmarks of most IRDs, although the underlying molecular and cellular events are still poorly understood. PR death induces a cascade of reactive processes, such as inflammation and microglia activation, that exacerbate disease progression.

The lack of effective treatments for IRDs remains a major challenge in ophthalmology. Proof-of-concept studies and clinical trials have recently focused on gene-specific therapeutic strategies (GSTSs),^1^^,^^2^ which are successful in loss-of-function conditions.^3^^,^^4^ However, the high genetic heterogeneity of IRDs represents a significant limitation in the development and application of GSTSs for a significant fraction of patients. For this reason, mutation-independent therapeutic strategies, acting on common pathways underlying IRDs, are gaining interest as valid alternatives and/or complementary approaches to GSTSs. It is noteworthy that mutation-independent therapeutic strategies could be applicable also to dominant IRDs, for which there is a high, unmet need for therapy compared to recessive conditions. Moreover, mutation-independent strategies can also be used to improve the outcome of gene-specific procedures.

MicroRNAs (miRNAs) are short noncoding RNAs that control fundamental biological processes by targeting networks of functionally correlated genes.^5^ In humans, deregulation of miRNA expression correlates with a number of pathological conditions, both multifactorial and monogenic.^6^ miRNAs are new targets for therapeutic interventions in a variety of human diseases^7^ and are emerging as molecular tools for mutation-independent therapies.

We previously identified miR-204 and its closely related paralog miR-211 among the subset of miRNAs that are significantly expressed in the eye.^8^^,^^9^ miR-204 is highly abundant in the retina (both in the retinal pigment epithelium [RPE] and neural retina)^8^, ^9^, ^10^, ^11^ and is also expressed in PRs.^12^ We demonstrated that miR-204 is important for proper eye development and function^10^^,^^12^^,^^13^ and can play a pathogenic role in IRDs in humans.^12^ The aim of this work was to assess the potential of miR-204 to protect PRs from damage caused by different genetic mutations. With the use of an adeno-associated viral (AAV) vector-based strategy, we found that miR-204 administration had a protective effect by attenuating PR death and microglia activation in mouse models of IRDs. We conclude that miR-204 modulation represents a promising strategy for the development of effective and innovative mutation-independent therapies for genetically different forms of IRDs.

## Results

### Pre-miR-204 Delivered to the Retina via AAV Is Properly Processed and Does Not Cause Alterations of Retinal Function

To deliver miR-204 in mouse retinas, we generated recombinant AAV2/8 vectors expressing the precursor sequence of the murine miR-204 (pre-miR-204) under the control of the constitutive cytomegalovirus (CMV) promoter^14^ (AAV.CMV.miR204) (Figure 1A). The AAV2/8 serotype is reported to transduce the RPE and PRs efficiently upon subretinal administration in several species, including mice.^15^ Vectors expressing either the miR-204 precursor bearing a mutated seed sequence (AAV.CMV.miR204MUT; Figure S1A) or a reporter (EGFP) gene cassette (AAV.CMV.EGFP) were used as controls (Figures 1A and S1A).

**Figure 1:**
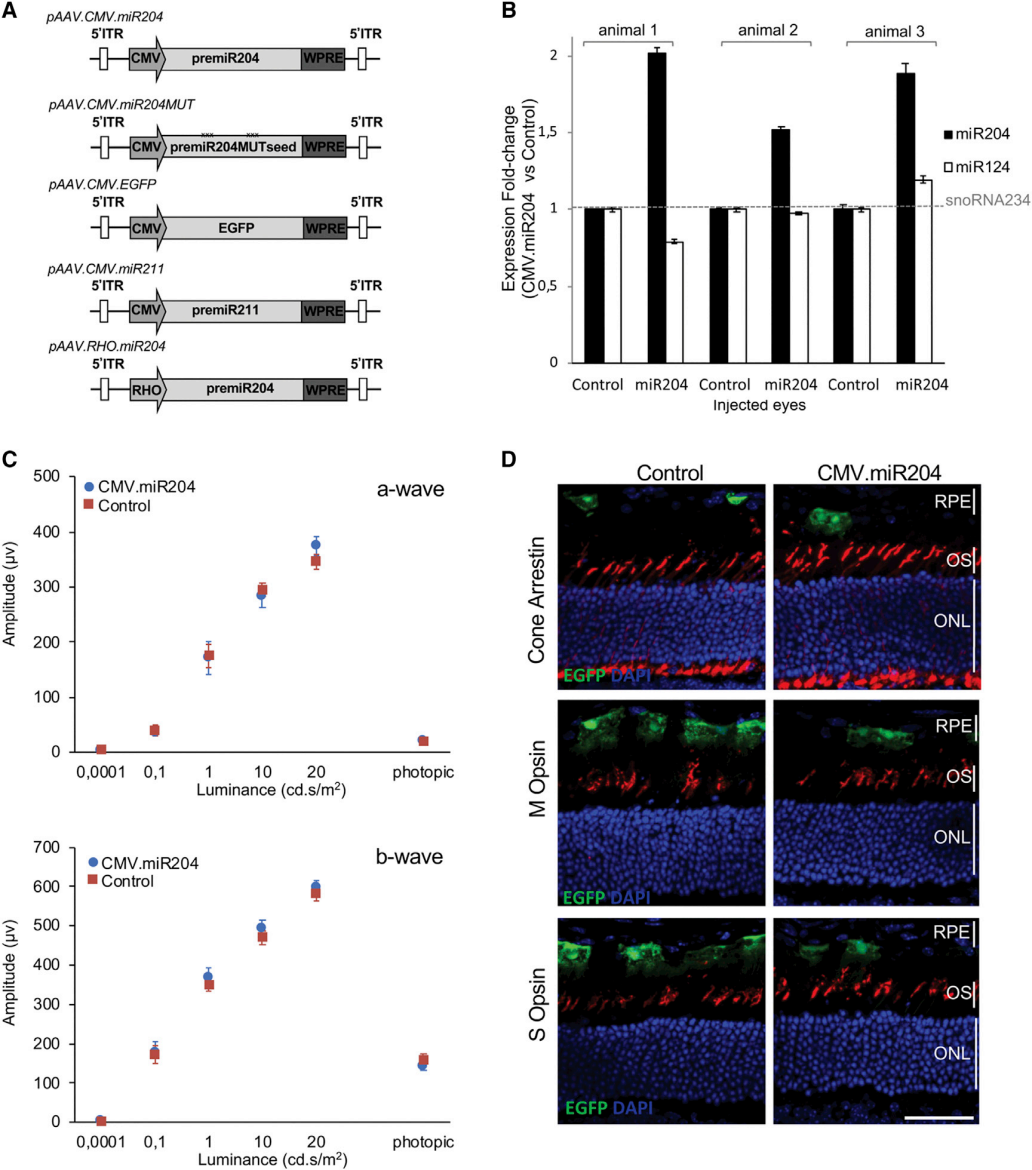
Design of the AAV Vectors, Assessment of Processing, and Effect on Retinal Function of miR-204 Subretinal Injection in Wild-Type Mice (A) Schematic representation of expression cassettes used for AAV vector production. (B) miRNA expression profile analysis on the LCM-collected photoreceptor layers of three animals injected subretinally with AAV.CMV.miR204 (miR204) and AAV.CMV.EGFP (Control) at PN30 and sacrificed 3 weeks later. Expression levels were determined by TaqMan Real-Time PCR on total RNA and normalized against small nucleolar RNA (snoRNA)234. Levels of miR-124, a retinal-expressed miRNA, were not affected, suggesting that miR-204 administration does not interfere with the global miRNA processing machinery in the retina. Error bars are SEM. (C) ERG responses at PN30 of C57BL/6 mice injected at PN14 with AAV.CMV.miR204 (n = 8) or miR204MUT or AAV.CMV.EGFP (n = 8). No differences were observed. Statistical significance was assesed with an unpaired Student’s t test against control vector. (D) Immunolabeling for photoreceptor markers (M Opsin, S Opsin, Cone Arrestin; in red) on retinal sections from wild-type eyes injected with AAV.CMV.miR204. Nuclei were counterstained with DAPI (blue). Control virus distribution (coinjected at a 1:10 ratio with AAV.CMV.miR204) is shown by the EGFP fluorescence (green). Evident differences in retinal structure and expression of PR markers were not observed. ONL, outer nuclear layer; OS, outer segments; RPE, retinal pigment epithelium. Scale bar: 50 μm.

To confirm effective processing in the retina, particularly in PRs, we injected subretinally the AAV.CMV.miR204 vector in eyes of wild-type mice (n = 3) at postnatal day (PN)30. As controls, the contralateral eyes were injected with the AAV.CMV.EGFP. Three weeks later, we observed proper processing of the exogenously provided miR-204 by quantifying the expression level of the mature form of miR-204 in the photoreceptor layers of the transduced area (collected by laser capture microdissection [LCM]) (Figure 1B).

To assess whether miR-204 delivery induces negative effects on healthy retinas, we administered subretinally the AAV.CMV.miR204 vector (mix containing 1 × 10^9^ genome copies [GCs] of AAV.CMV.miR204 and 1 × 10^8^ GC of AAV.CMV.EGFP per eye) in wild-type mice at PN14 (n = 8) and an equal viral load (i.e., 1.1 × 10^9^ GC) of the AAV.CMV.EGFP control in the contralateral eyes (for further details, see Materials and Methods). We tested PR function by full-field electroretinogram (ERG), which did not show significant differences between miR-204- and contralateral control-injected eyes, 1 month postinjection (Figure 1C). Similarly, immunofluorescence (IF) analysis did not reveal significant changes in retinal structure or in the expression of PR markers (Figure 1D). These data indicate that delivery of miR-204 to healthy retinas does not lead to evident signs of retinal dysfunction.

### Subretinal Delivery of AAV-miR204 Preserves Retinal Function and Increases Photoreceptor Survival in the *RHO*-P347S Mouse

To test whether miR-204 exerts beneficial effects on IRDs, we used a model for an autosomal-dominant (AD) IRD, namely, the transgenic *RHO-*P347S mouse, which carries a copy of the human *RHODOPSIN(RHO)* gene harboring the proline347-to-serine mutation.^16^ An ERG response, albeit severely impaired, can be recorded in *RHO-*P347S up to 2–3 months of postnatal life.^16^ We injected *RHO-*P347S mice at PN4 and compared ERG responses at PN30 between miR204-treated eyes (n = 21) and contralateral eyes (n = 22) injected with an equal viral load of control vector (i.e., either AAV.CMV.EGFP or AAV.CMV.miR204MUT) (Figures 2A and 2B). We had previously established that the control vectors (i.e., AAV.CMV.EGFP and AAV.CMV.miR204MUT) elicited comparable ERG responses in *RHO-*P347S mice (Figure S1B). Therefore, we hereafter refer to either of them as “control” for simplicity (vector identities are specified in figure legends). Scotopic a- and b-wave amplitudes at PN30 were preserved in miR204-injected eyes versus controls (Figures 2A and 2B). Photopic ERG responses, recorded in the presence of background light, showed consistently higher amplitudes in treated versus control eyes (Figure 2B). The ERG profiles showed preservation of higher amplitudes compared to controls until PN60, i.e., 2 months postinjection (n = 21) (Figures 2C and 2D).

**Figure 2:**
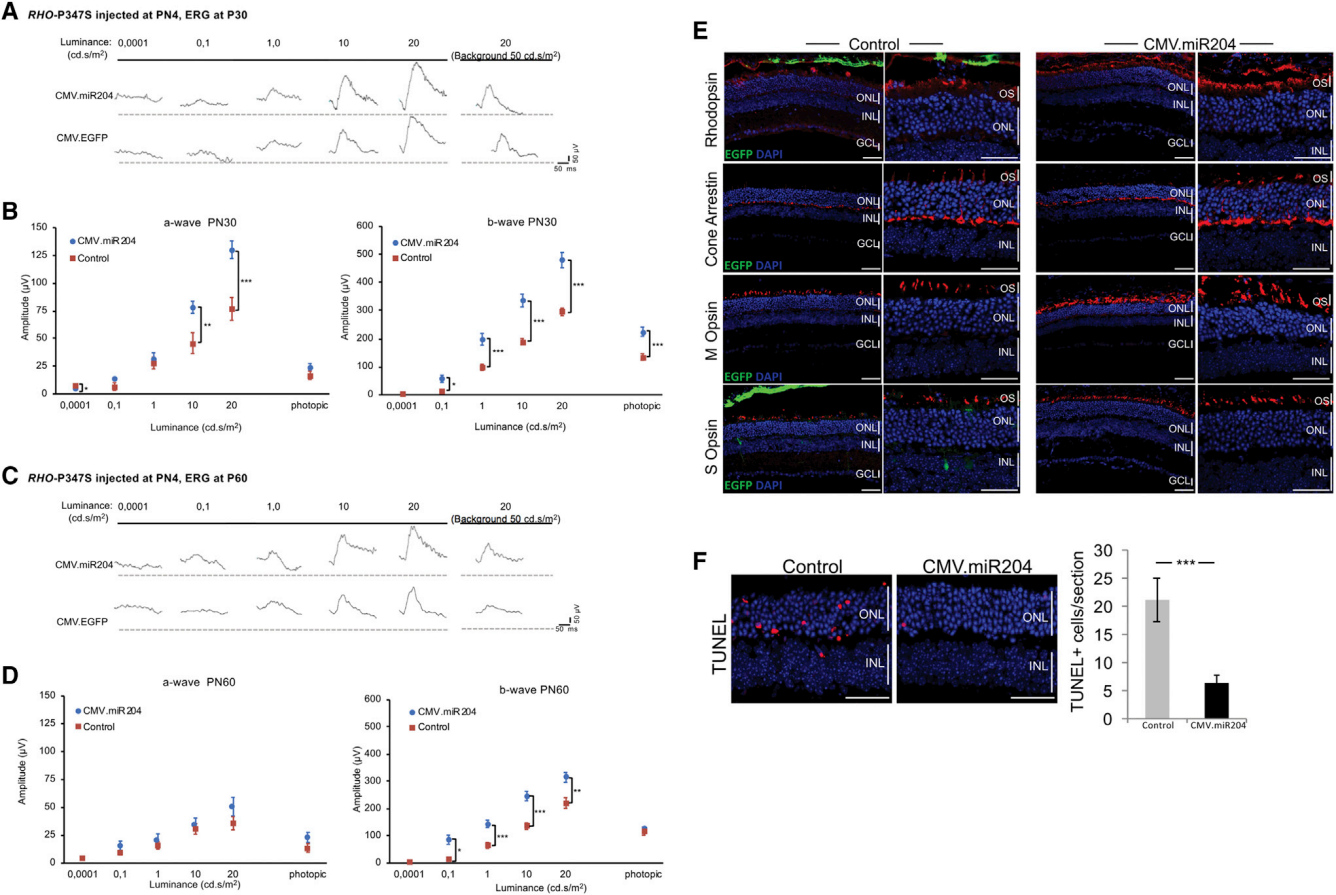
AAV-Mediated Delivery of miR-204 at PN4 Improves ERG Responses and Increases Photoreceptor Survival in *RHO-*P347S Mice (A and C) ERG traces measured at PN30 (A) and PN60 (C) at increasing luminance (cd⋅s/m^2^) from a representative mouse injected with the AAV.CMV.miR204 vector mix (i.e., 1 × 10^9^ GC AAV.CMV.miR204, 1 × 10^8^ GC AAV.CMV.EGFP) in one eye and the control vector mix (either 1.1 × 10^9^ GC AAV.CMV.EGFP or 1 × 10^9^ GC AAV.CMV.miR204MUT, 1 × 10^8^ GC AAV.CMV.EGFP) in the contralateral one. (B and D) ERG responses of *RHO-*P347S mice injected with AAV.CMV.miR204 (n = 21) and the control vectors (i.e., AAV.CMV.EGFP or AAV.CMV.miR204MUT, AAV.CMV.EGFP) (n = 22) at PN4. ERGs were recorded at PN30 (B) and PN60 (D). Subretinal injection of AAV.CMV.miR204 results in an improvement of retinal function, which persists up to at least 2 months. Statistical significance (unpaired Student’s t test against control vector) is indicated with asterisks (*p < 0.05,**p < 0.01, ***p < 0.001). As a reference, the mean amplitude values of uninjected wild-type animals at different luminance conditions are given. For the a-wave: 0.0001 cd⋅s/m^2^, 6.1 mV; 0.1 cd⋅s/m^2^, 52.8 mV; 1 cd⋅s/m^2^, 213.4 mV; 10 cd⋅s/m^2^, 341.3 mV; 20 cd⋅s/m^2^, 401.1 mV; photopic, 26.4 mV. For the b-wave: 0.0001 cd⋅s/m^2^, 2.3 mV; 0.1 cd⋅s/m^2^, 315.8 mV; 1 cd⋅s/m^2^, 506.3 mV; 10 cd⋅s/m^2^, 732 mV; 20 cd⋅s/m^2^, 876.8 mV; photopic, 188.1 mV. (E) Confocal microscope images from immunolabeling for photoreceptor markers (Rhodopsin, Cone Arrestin, M Opsin, S Opsin; in red) on PN30 retinal sections. Nuclei were counterstained with DAPI (blue). Control virus delivery is visible by the EGFP fluorescence (green) and is more evident in the RPE of the control (AAV.CMV.EGFP)-treated eyes. For markers with polarized expression, comparisons were made between corresponding dorsal and ventral areas. Eyes injected with the CMV.miR204 vector show a stronger staining for PR markers, compared to the contralateral control-treated eyes. (F) Cell death analysis of TUNEL-stained retinal sections from eyes injected with the CMV.miR204 and the CMV.EGFP control vector. Quantification of TUNEL-positive photoreceptor nuclei per section (right) was performed on corresponding sections from serially sectioned, oriented eyes; n = 5 retinas. Error bars are SEM. Statistical significance (GLM analysis) is indicated with asterisks (***p < 0.001). GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer; OS, outer segments; RPE, retinal pigment epithelium. Scale bars: 50 μm.

We did not observe evident differences in the outer nuclear layer (ONL) thickness of the injected eyes by IF assays (Figure S2). However, consistent with photoreceptor function assessments, the expression of PR markers was better preserved in AAV-miR204-treated *RHO*-P347S eyes compared to controls, both at PN30 (Figure 2E) and PN60 (Figure S3). We also observed an apparent reduction of retinal gliosis (Figures S3 and S4) and a statistically significant decrease in the number of apoptotic cells in the ONL of miR204-treated retinas compared to controls (Figure 2F).

We obtained similar beneficial effects also when we injected subretinally miR-211 (1 × 10^9^ GC AAV.CMV.miR211, 1 × 10^8^ GC AAV.CMV.EGFP per eye), a miR-204 paralog, using the same procedure (Figures 1A and S5).

Taken together, these results indicate that subretinal delivery of AAV-miR-204/211 improves retinal function and slows down degeneration in *RHO*-P347S mice.

### AAV-miR-204 Delivery Has a Protective Effect Also at More Advanced Stages of Retinal Degeneration

To assess whether miR-204 exerts a protective effect also when delivered in a fully differentiated retina that already displays more advanced PR degeneration, we injected *RHO-*P347S mice at PN14 and PN24 using the above-described experimental approach. Such time points of intervention better represent patient-relevant disease stages. Following injection at PN14, we recorded improved ERG responses at PN30 (n = 18) and PN60 (n = 13) in AAV-miR204-treated eyes versus controls (Figure S6A). Specifically, we recorded an increase in the b-wave amplitude at PN30 that persisted until PN60 (Figure S6A). The a-wave amplitude of the AAV-miR204-injected eyes showed a trend of increase both at PN30 and PN60, albeit without statistical significance (Figure S6A). Similar results were obtained also from *RHO*-P347S animals injected at PN24 (n = 10) and analyzed at PN60 (Figure S6B). These data indicate that miR-204 exerts a protective effect in the *RHO-*P347S mouse model also when administered at more advanced stages of retinal degeneration.

### Delivery of AAV-miR-204 in the Retina of *RHO*-P347S Counteracts the Activation of Pathways Induced in Retinal Degeneration

To dissect the molecular mechanisms underlying the protective effects of AAV-miR-204 administration to the retina, we carried out a comparative transcriptomic analysis. We injected wild-type (C57BL/6) (n = 3) and *RHO-*P347S (n = 3) mice at PN4 with the AAV.CMV.miR204 vector mix (i.e., 1 × 10^9^ GC/eye AAV.CMV.miR204, 1 × 10^8^ GC/eye AAV.CMV.EGFP) in one eye and the AAV.CMV.miR204MUT control mix (i.e., 1 × 10^9^ GC/eye AAV.CMV.miR204MUT, 1 × 10^8^ GC/eye AAV.CMV.EGFP) in the contralateral one. 

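The transcriptomic comparison rests on 12 RNA-seq libraries, 1 from the retina of each eye of 3 wild-type mice (numbers 1, 2 and 4) and 3 RHO-P347S mice (numbers 2, 4 and 5), injected at PN4 and collected at PN12. In every mouse the left eye received the miR204 vector and the right eye the control vector with the mutated seed, so the vector cannot be separated from the side of the eye. The authors deposited the expected number of reads per Ensembl gene from RSEM (version 1.2.19), without normalization, and the labels name the mm9 mouse genome. These counts were rounded to whole numbers, and the 38922 genes were named by their Ensembl identifier. The counts of a library summed to 11975402 to 16321544 in control-injected wild-type eyes (median 16251249), 13253379 to 15076825 in miR204-injected wild-type eyes (median 13408405), 11293706 to 14282355 in control-injected RHO-P347S eyes (median 11609909) and 10108440 to 15824287 in miR204-injected RHO-P347S eyes (median 15079164). Levels of genes are counts scaled to a common library total (CPM) normalized by TMM over all 12 libraries. Genes with low counts were removed by edgeR's filter, and fold changes were tested with edgeR's quasi-likelihood test at an adjusted p under 0.1, the threshold of the paper. In comparisons of the vectors the animal was a block, since both eyes of a mouse form a pair, and log2 fold changes are of miR204-injected over control-injected eyes. Genotypes were compared without a block, as RHO-P347S over wild-type. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of the F statistic. Gene groups are lists of known markers and pathway members, and p-values of lists are from camera in edgeR with an estimated correlation between genes. In the paired fit of RHO-P347S mice 2 and 5, 1 residual degree of freedom is left, too few to estimate this correlation. The list p-values of that fit therefore cannot weigh for or against a list. The number of lists that passed at a preset correlation is given with the processing.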

Total RNA was isolated from retinas at PN12, a stage with no detectable signs of PR degeneration in *RHO-*P347S mice.

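In wild-type retinas, genes of the retinal pigment epithelium (RPE) were higher in miR204-injected than in control-injected eyes. Ttr, which encodes the transthyretin made by the RPE, rose from 1.06 ± 0.217 CPM (SD, n = 3 eyes) in control-injected eyes to 31.8 ± 17.5 CPM (SD, n = 3) in miR204-injected eyes, a log2 fold change of 4.76 (SE 0.28, adjusted p = 0.0527 from edgeR, higher in 3 of 3 mice). Of 17 measured RPE genes, 1 was higher over all genes tested and 15 were higher when adjusted over the list alone, with a median log2 fold change of 2.07 (adjusted p = 0.211 with an estimated correlation, and 0.0328 without the pairing by animal). List p-values without the pairing ignore the design and were added after the data were seen. Rgr, an opsin of the RPE, and the melanosome genes Dct and Pmel had log2 fold changes of 3.28 (SE 0.30), 2.59 (SE 0.23) and 3.42 (SE 0.41), which did not pass over all genes (adjusted p = 0.151, 0.151 and 0.440 from edgeR). Genes of type I interferon response went in different directions in the 3 mice, with median log2 ratios of 0.76, -0.12 and 0.047, and 0 of 34 passed even when adjusted over the list alone. Of 15531 genes tested, 1 was higher and 0 were lower by edgeR's quasi-likelihood test. At an unadjusted p under 0.05 in this test, 241 were higher and 376 lower, fewer in all than chance alone would give. The likelihood ratio test of edgeR called 33 higher and 57 lower, and DESeq2 called 12 higher and 15 lower. The miR204-injected eye of wild-type mouse 2 stood apart on the first principal component of the wild-type libraries (31.5, against -16.3 to 1.77 for the others), and 313 genes were higher and 308 lower without this mouse, against 46 calls in all without mouse 1 and 55 without mouse 4.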

In wild-type mice, 152 genes were differentially expressed (DE) between the two treatments (103 downregulated, 49 upregulated in miR204- versus control-injected eyes; false discovery rate [FDR] < 0.1; Table S1). The Gene Ontology (GO) terms enriched among the genes downregulated upon miR-204 delivery were related to neutrophil chemotaxis, regulation of immune response, and cell death, among others (Table S2). 

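Genes of reactive gliosis and retinal injury, of myeloid cells and of complement had lower levels in miR204-injected than in control-injected wild-type eyes, but 0 of them passed the edgeR test over all genes. Edn2, which encodes the endothelin that injured photoreceptors release, stood at 0.562 ± 0.709 CPM (SD, n = 3 eyes) with miR204 and 7.39 ± 3.91 CPM (SD, n = 3) with the control vector, a log2 fold change of -3.82 (SE 0.49, adjusted p = 0.440 from edgeR). Fgf2, a growth factor induced by retinal stress, had a log2 fold change of -2.75 (SE 0.36, adjusted p = 0.440), and the glial filament gene Gfap one of -1.46 (SE 0.42, adjusted p = 0.932 from edgeR). When adjusted over the list alone, 15 of 22 gliosis and injury genes were lower (median log2 fold change -0.71, adjusted p = 0.144 with an estimated correlation, and 0.0328 without the pairing by animal), and the list median was negative in 3 of 3 mice. So were 17 of 20 myeloid genes (median -0.60, adjusted p = 0.211 with an estimated correlation, and 0.0584 without the pairing), among them Adgre1, the macrophage marker F4/80, at -1.36 (SE 0.18), and the lysozyme gene Lyz2 at -1.81 (SE 0.30). Of 16 complement genes, 5 were lower when adjusted over the list alone (median -0.40, adjusted p = 0.277 with an estimated correlation, and 0.121 without the pairing), including C3 at -1.55 (SE 0.22), its fragment's receptor C3ar1 at -1.64 (SE 0.27) and C4b at -1.94 (SE 0.37). Of 18 genes of cycling cells, 5 were lower over the list alone (median -0.50, adjusted p = 0.211 with an estimated correlation, and 0.0328 without the pairing), and of 14 genes of phagocytic microglia also 5 (median -0.46, adjusted p = 0.211 with an estimated correlation, and 0.124 without the pairing). Of 5 erythroid genes, 4 were also lower when adjusted over the list alone (median -0.75, adjusted p = 0.321 with an estimated correlation, and 0.152 without the pairing), with list medians of -0.75, 0.16 and -1.45 in mice 1, 2 and 4. Of 30 genes that execute cell death, 0 passed even when adjusted over the list alone, and their median log2 fold change was -0.033. The 9 genes of neutrophil chemotaxis and the 20 of cell death in Table S2 all had negative fold changes, with medians of -1.26 and -0.87, and 9 and 18 of them had an unadjusted p under 0.05. The study chose these genes on the same libraries, so their direction is not independent evidence.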

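Photoreceptor genes had slightly higher levels in miR204-injected than in control-injected wild-type eyes. Rho, the rod opsin, stood at 13906 ± 1061 CPM (SD, n = 3 eyes) with miR204 and 10961 ± 464 CPM (SD, n = 3) with the control vector, a log2 fold change of 0.34 (SE 0.12) that did not pass over all genes (adjusted p = 0.932 from edgeR, higher in 3 of 3 mice). Of 15 cone genes, 0 passed over all genes and 5 were higher when adjusted over the list alone (median log2 fold change 0.27, adjusted p = 0.211 with an estimated correlation, and 0.0487 without the pairing by animal), among them the cone arrestin Arr3 at 0.41 (SE 0.11) and the S opsin Opn1sw at 0.43 (SE 0.14). Of 28 rod genes, 0 passed over all genes and 1 did when adjusted over the list alone (median 0.23, adjusted p = 0.277 with an estimated correlation, and 0.0697 without the pairing). This gene was Guca1a, an activator of the retinal guanylate cyclase, at 0.57 (SE 0.12), and its paralog Guca1b had 0.59 (SE 0.16). The 5 genes of the visual perception term in Table S2, which the study chose on these libraries and which are therefore not independent evidence, all had positive fold changes (median 0.59) and an unadjusted p under 0.05, and 0 passed over all genes in edgeR. Of these 5 genes, Mfrp and Rdh5 belong to the RPE list, whose median log2 ratio was 1.55, 1.68 and 0.82 in the 3 mice.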

On the contrary, there was enrichment for terms associated with visual perception among the upregulated genes (Table S2).

In *RHO-*P347S mice, we found 83 DE genes (DEGs; 76 downregulated, 7 upregulated in miR204- versus control-injected eyes; FDR < 0.1; Table S3) and observed enrichment for terms related to innate immune response among the downregulated ones (Table S4). 

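In a fit of all 3 RHO-P347S mice, the genes called lower in miR204-injected eyes included the complement gene C4b and some genes of the interferon response, although the type I interferon list did not fall in mouse 4 (median log2 ratio 0.029, 24 of 42 genes positive). C4b stood at 18.6 ± 13.1 CPM (SD, n = 3 eyes) with miR204 and 41.1 ± 31.0 CPM (SD, n = 3) with the control vector, and its log2 fold change within mice was -1.11 (SE 0.08, adjusted p = 2.8e-04 from edgeR, lower in 3 of 3 mice). The interferon-induced genes Oasl2 and Ddx60, which act in antiviral defence, had log2 fold changes of -0.93 (SE 0.08) and -0.73 (SE 0.11), with adjusted p = 9.2e-04 and 0.0418 from edgeR. The interferon-induced GTPase gene Gbp10 fell by 0.59 (SE 0.08, adjusted p = 0.0252) and the imprinted noncoding RNA H19 by 0.66 (SE 0.07, adjusted p = 0.00476 from edgeR) on the log2 scale. Of 42 type I interferon genes, 6 were lower over all genes tested and 38 when adjusted over the list alone (median -0.57), and so were 3 and 13 of 18 genes of the interferon-gamma GTPases (median -0.39) and 1 and 14 of 22 genes of MHC class I presentation (median -0.34), each with adjusted p = 0.382 with an estimated correlation. Of 28 rod genes, 0 passed either way and the median log2 fold change was 0.070. Of 15661 genes tested, 0 were higher and 17 lower in edgeR. At an unadjusted p under 0.05 in the same test, 180 were higher and 418 lower, fewer in all than chance alone would give. DESeq2 called 0 and 5 and edgeR's likelihood ratio test 8 and 67. Without mouse 2, 10 genes passed, and without the pairing by animal 0 passed.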

We observed a very similar enrichment also after removing the RNA sequencing (RNA-seq) data from one animal (mouse number 4), which was highlighted for outlier detection in a principal component analysis (data not shown). 

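Mouse 4 differed from mice 2 and 5 in both eyes, among others in interferon genes. In control-injected eyes, the median level of the type I interferon genes lay 2.98 and 2.39 above the wild-type control eyes on the log2 scale in mice 2 and 5, and at -0.022 in mouse 4. In miR204-injected eyes it was 2.26 and 1.70 in mice 2 and 5 and 0.048 in mouse 4, while the lens list lay at -1.66 and -1.70 in mice 2 and 5 and at 1.59 in mouse 4. Oasl2 stood at 135 and 62.8 CPM in the control-injected eyes of mice 2 and 5 and at 4.47 CPM in that of mouse 4. On the first principal component of the 6 RHO-P347S libraries, which held 52.3% of the variance, mouse 4 lay at 30.6 and 30.9 and the other libraries between -22.2 and -7.71. Mouse 4 was also the single male of its genotype by expression, with the Y-linked Ddx3y at 90.5 CPM and Xist at 5.23 CPM in its control-injected eye, while Xist was at 1738 CPM or more in the libraries of the other 5 mice. Of the 420 genes of Table S5, which the study chose on mice 2 and 5 and which are not independent evidence there, 122 changed in the listed direction in mouse 4 (29.0%), against 265, 342 and 339 in the wild-type mice 1, 2 and 4. A fit of mouse 4 together with the 3 wild-type pairs, which was added after the data were seen, takes its spread from them. Its calls therefore cannot set mouse 4 apart from mice 2 and 5.

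**Figure D1:**
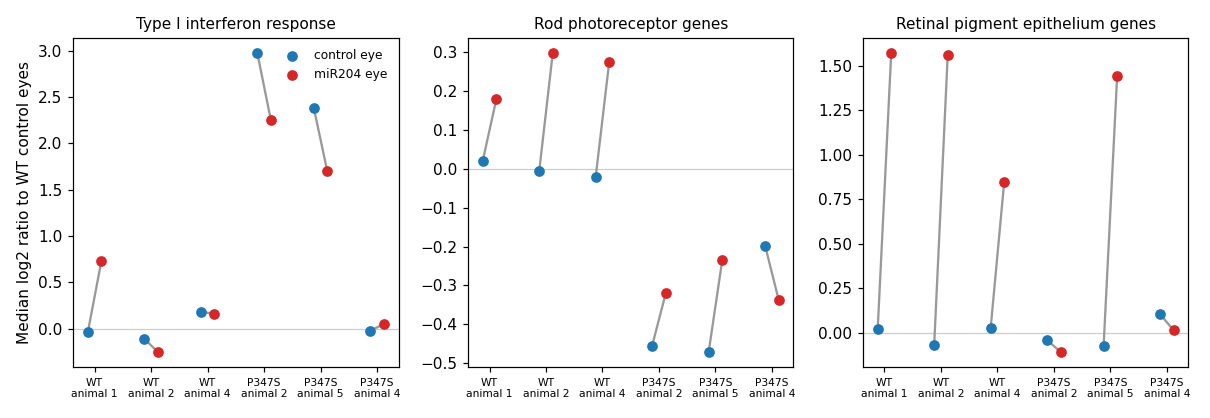
Median log2 ratio of 3 gene lists to the mean of the wild-type control-injected eyes (y axis) for each mouse (x axis), with control-injected eyes in blue, miR204-injected eyes in red and a line joining the eyes of a mouse. Type I interferon genes lay at 2.98 and 2.39 in the control-injected eyes of RHO-P347S mice 2 and 5 and at -0.022 in that of mouse 4, and RPE genes lay at 1.44 in the miR204-injected eye of RHO-P347S mouse 5.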

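In RHO-P347S mice 2 and 5, genes of phagocytic microglia and of dividing cells were among those that fell most in miR204-injected eyes. Spp1, which encodes the osteopontin secreted by reactive microglia, went from 60.0 to 9.80 CPM in mouse 2 and from 10.2 to 2.23 CPM in mouse 5, a log2 fold change of -2.49 (SE 0.13, adjusted p = 1.9e-12 from edgeR). Cybb, a subunit of the phagocyte NADPH oxidase, fell by 1.95 (SE 0.26, adjusted p = 2.5e-04), and Top2a, the topoisomerase of dividing cells, by 1.46 (SE 0.20, adjusted p = 3.8e-05 from edgeR) on the log2 scale. The fibroblast gene Pcolce, whose product promotes collagen processing, fell by 0.99 (SE 0.10, adjusted p = 7.8e-07 from edgeR). Of 20 genes of cycling cells, 4 were lower over all genes and 11 when adjusted over the list alone (median -0.89), and of 17 fibroblast and matrix genes 8 and 11 were lower (median -0.33), each with adjusted p = 0.373 with an estimated correlation. Higher genes included Gemin4, a member of the SMN complex, at 1.41 (SE 0.19, adjusted p = 4.6e-05), the noncoding RNA Vax2os at 0.63 (SE 0.07, adjusted p = 1.0e-06) and the lipid phosphatase gene Plpp2 at 0.52 (SE 0.07, adjusted p = 7.3e-05 from edgeR). Each of these changes had the same direction in 2 of 2 mice, which the rule for naming the largest changes required. Mouse 4 went the other way in the microglia list (median log2 ratio 0.12, 17 of 20 genes positive) and in Spp1 (0.34), Cybb (0.59) and Pcolce (1.28), with a median of -0.036 for cycling cells, and over all 3 mice 0 of 20 microglia genes and 0 of 20 genes of cycling cells passed over all genes in edgeR. Of 15740 genes tested, 145 were higher and 311 lower. The test has 1 residual degree of freedom: 3 genes passed without the pairing by animal, and DESeq2 called 4 higher and 17 lower. With either mouse left out, the remaining pair was fitted with the 3 wild-type pairs and took its spread from them. The common dispersion was 0.0176 in wild-type mice and 0.00221 in mice 2 and 5, so calls from such a fit cannot weigh a mouse alone.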

A total of 420 genes were DE (FDR < 0.1) when comparing the retinal transcriptome from the two pairs of *RHO*-P347S eyes (Table S5). More than 75% of DEGs (n = 316) were downregulated (Table S5). In GO enrichment analysis (GOEA), with the restriction of the output to biological processes (BP) terms (GOTERM_BP_FAT), we found the most significant enrichment (enrichment score [ES] > 1.5 and FDR < 0.1) for terms related to immune response, innate immune response, and inflammatory responses, among others (Figure 3A; Table S6). Specifically, more than one-half (n = 12) of the top-20 statistically significant enriched BP GO terms were directly related to the parent terms of innate immune and inflammatory response (bold in Figure 3A and Figure S7). 

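Interferon-induced genes and MHC class I genes fell together in the miR204-injected eyes of RHO-P347S mice 2 and 5. Oasl2, an interferon-induced antiviral gene, stood at 49.3 ± 22.5 CPM (SD, n = 2 eyes) with miR204 and 98.9 ± 51.0 CPM (SD, n = 2) with the control vector, a log2 fold change within mice of -0.99 (SE 0.06, adjusted p = 7.6e-11 from edgeR). Of 42 type I interferon genes, 34 were lower and 0 higher over all genes tested, and 42 were lower when adjusted over the list alone (median -0.67, adjusted p = 0.373 with an estimated correlation). The list median was -0.78 and -0.54 in mice 2 and 5 and 0.029 in mouse 4. Of 22 MHC class I genes, 15 were lower over all genes and 20 over the list alone (median -0.43), with H2-K1, a class I heavy chain, at 184 ± 11.9 against 250 ± 12.3 CPM (SD, n = 2 each) and a log2 fold change of -0.44 (SE 0.05, adjusted p = 1.6e-06 from edgeR), and B2m, the light chain, at -0.42 (SE 0.05). H2-K1 and the other class I heavy chain genes are similar in sequence, so reads may be shared between them. Of 18 interferon-gamma GTPases, 11 and 17 were lower (median -0.41), such as Gbp7 at -0.53 (SE 0.07), and of 21 genes of phagocytic microglia 9 and 16 (median -0.68). Of 17 complement genes, 5 and 9 were lower (median -0.24), among them C4b at -1.15 (SE 0.08), C3ar1 at -1.02 (SE 0.17) and the complement factor B gene Cfb at -0.85 (SE 0.16). For these 4 lists, too, the adjusted p was 0.373 with an estimated correlation. Of 20 myeloid marker genes, 6 and 11 were lower (median -0.37, adjusted p = 0.391 with an estimated correlation), and of 7 MHC class II genes 0 passed either way (median -0.16). Of 11 genes of homeostatic microglia, 0 passed over all genes, and 1 was higher and 1 lower over the list alone (median -0.096). Their list median was -0.33 in mouse 2 and 0.22 in mouse 5. Genes of endothelium and pericytes, which are not immune cells, fell as well, 5 of 20 over all genes and 8 over the list alone (median -0.26, adjusted p = 0.391 with an estimated correlation), with list medians of -0.33 and -0.14 in mice 2 and 5 and 0.14 in mouse 4. Of the 60 measured genes of the innate immune response term in Table S6, chosen by the study on these libraries and not independent evidence, 55 were called lower. Without the pairing by animal, 2 genes were higher and 1 lower over all genes. The MHC class I list then had adjusted p = 0.150 with an estimated correlation.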

Interestingly, also, cell death was among the top-20 enriched BP GO terms (Figure 3A). On the other hand, the 104 upregulated genes (Table S5) were enriched for molecular functions related to the detection of light stimuli and with cellular components related to the photoreceptor outer segment (OS) (Figure 3A; Table S6; ES > 1.5), consistent with the improved ERG responses following AAV-miR-204 administration. 

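Some genes that execute cell death fell in the miR204-injected eyes of RHO-P347S mice 2 and 5. Tnfrsf1a, the receptor for tumour necrosis factor, stood at 6.15 ± 1.08 CPM (SD, n = 2 eyes) with miR204 and 10.1 ± 2.34 CPM (SD, n = 2) with the control vector, a log2 fold change of -0.71 (SE 0.17, adjusted p = 0.0196 from edgeR). Bcl2l11, which encodes the proapoptotic protein Bim, fell by 0.32 (SE 0.09, adjusted p = 0.0575 from edgeR), and both genes were lower in 2 of 2 mice. Of 35 measured death effectors, 3 were lower and 0 higher over all genes, against 311 lower and 145 higher among all 15740 genes tested. When adjusted over the list alone, 8 death effectors were lower (median log2 fold change -0.071, adjusted p = 0.391 with an estimated correlation). Of 22 genes of gliosis and injury, 7 and 15 were lower (median -0.50, adjusted p = 0.391 with an estimated correlation), among them Lcn2, a lipocalin of reactive glia, at -1.50 (SE 0.26) and the transcription factor gene Cebpd at -1.06 (SE 0.17). Of 18 survival factors, 3 were lower, including Edn2 at -1.18 (SE 0.15) and Fgf2 at -1.09 (SE 0.25), both also markers of retinal stress, and 4 were lower and 1 higher over the list alone (median -0.065, adjusted p = 0.391 with an estimated correlation). In mouse 4, Edn2 and Fgf2 rose with miR204 (log2 ratios 1.03 and 1.06), and the gliosis and injury list had a median of 0.13 with 18 of 23 genes positive. The 55 genes of the cell death term in Table S6, which the study chose on these libraries and which are not independent evidence, all had negative fold changes (median -0.54), and 47 were called lower.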

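Genes of rod phototransduction rose slightly in the miR204-injected eyes of RHO-P347S mice 2 and 5. Pde6b, a subunit of the rod phosphodiesterase, stood at 1393 ± 157 CPM (SD, n = 2 eyes) with miR204 and 1170 ± 100.5 CPM (SD, n = 2) with the control vector, a log2 fold change of 0.25 (SE 0.04, adjusted p = 4.0e-04 from edgeR). The rod channel gene Cnga1 rose by 0.27 (SE 0.05, adjusted p = 5.6e-04), Guca1a by 0.38 (SE 0.07, adjusted p = 0.00135) and Nrl, the transcription factor of rod fate, by 0.22 (SE 0.04, adjusted p = 0.00185 from edgeR). Of 28 rod genes, 17 were higher and 0 lower over all genes tested, and 24 were higher when adjusted over the list alone (median 0.17, adjusted p = 0.391 with an estimated correlation). The median log2 ratio of the rod list was 0.11 and 0.21 in mice 2 and 5 and -0.11 in mouse 4. Of 15 cone genes, 2 were higher over all genes, and 5 higher and 1 lower over the list alone (median 0.15, adjusted p = 0.391 with an estimated correlation). Pde6h, the cone phosphodiesterase inhibitor, was at 0.20 (SE 0.06, adjusted p = 0.0577 from edgeR). Of 15 RPE genes, 2 were higher over all genes and 5 over the list alone (median 0.47, adjusted p = 0.462 with an estimated correlation), with Ttr at 1.80 (SE 0.30) and Mfrp at 1.94 (SE 0.47), and the list median was 0.094 in mouse 2 and 1.07 in mouse 5. Of the 11 measured genes of the visual perception term in Table S6, chosen by the study on these libraries and not independent evidence, 10 were called higher.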

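Rho, the rod opsin gene on chromosome 6 of GRCm38 (115931748 to 115940036), had a slightly higher level in the miR204-injected than in the control-injected eyes of RHO-P347S mice 2 and 5, and Opn1sw, the S opsin gene on the same chromosome (29376671 to 29388468), rose. Rho stood at 882 ± 49.4 CPM (SD, n = 2 eyes) with miR204 and 812 ± 2.14 CPM (SD, n = 2) with the control vector, a log2 fold change of 0.12 (SE 0.04) that did not pass over all genes (adjusted p = 0.213 from edgeR) and passed over the rod list alone (adjusted p = 0.0153). Opn1sw stood at 296 ± 35.3 CPM (SD, n = 2) with miR204 and 249 ± 36.5 CPM (SD, n = 2) with the control vector, a log2 fold change of 0.25 (SE 0.05, adjusted p = 0.00193 from edgeR). In mouse 4, Rho went from 949.6 CPM in the control-injected to 882 CPM in the miR204-injected eye, and Opn1sw from 289.6 to 301 CPM. Over all 3 mice, the log2 fold change was 0.039 for Rho (SE 0.06, adjusted p = 1.0) and 0.18 for Opn1sw (SE 0.06, adjusted p = 0.883), neither of which passed in edgeR. The call of Opn1sw was also lost without the pairing by animal (adjusted p = 0.992 from edgeR) and in DESeq2 (adjusted p = 0.728), among alternatives whose adjusted p ranged from 4.2e-05 to 1.0.

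**Figure D2:**
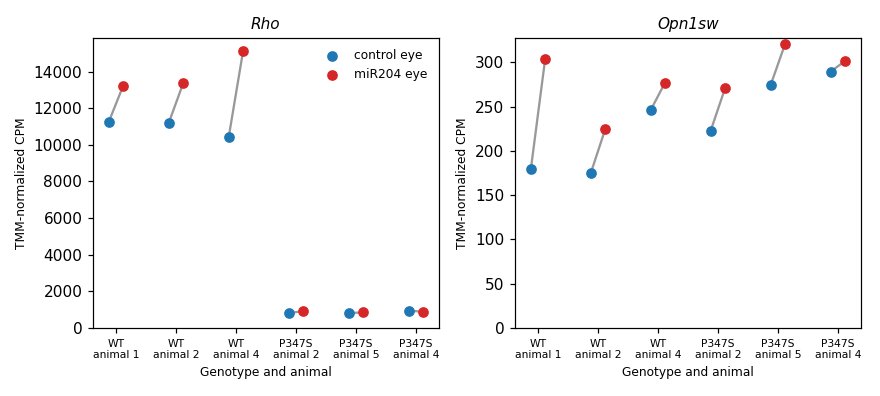
TMM-normalized CPM (y axis) of Rho and Opn1sw in each mouse (x axis), with control-injected eyes in blue, miR204-injected eyes in red and a line joining the eyes of a mouse. In RHO-P347S mice, Rho lay between 810.2 and 949.6 CPM, below all wild-type eyes. Whether reads of mouse Rho were assigned to the human RHO transgene was not tested.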

Even at this early time point (PN12), *Rho* and S opsin (*Opn1sw*) were among the upregulated genes, in agreement with the preservation of PR morphology and the stronger staining for PR markers observed by IF at PN30 (Figure 2E).

**Figure 3:**
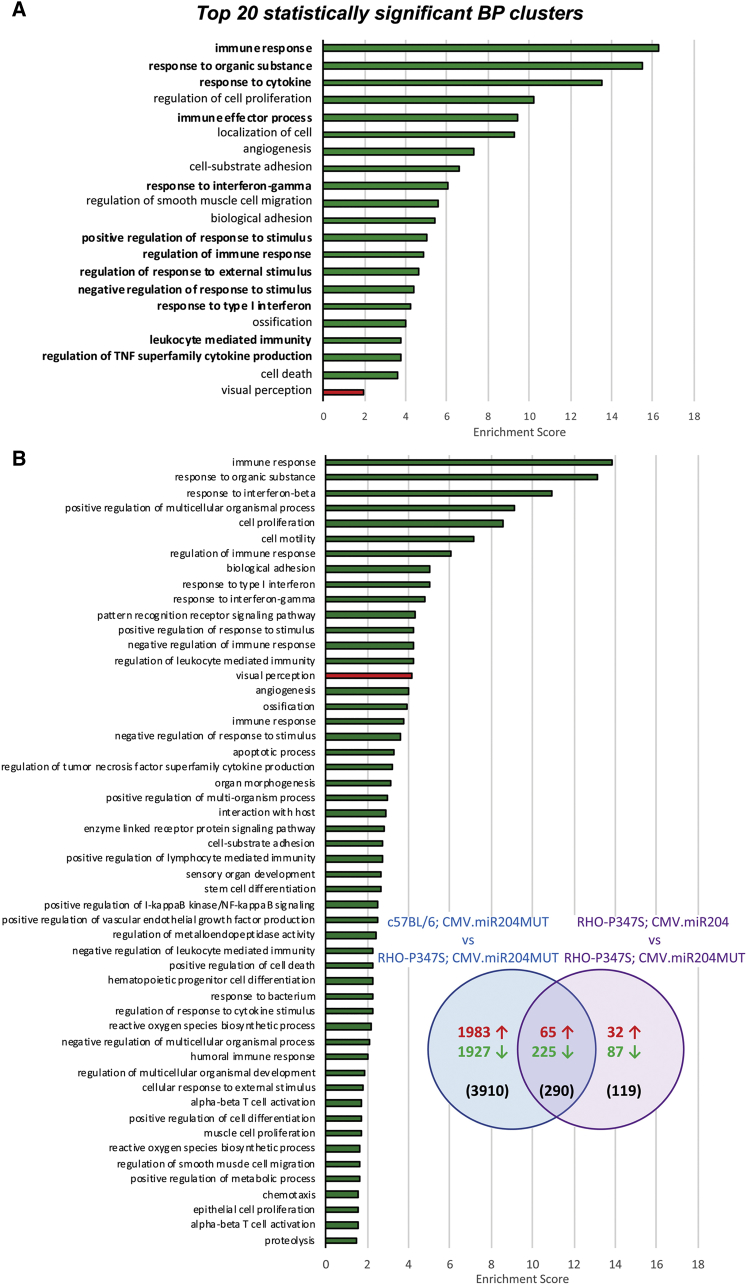
Identification of the Pathways Underlying the miR-204-Protective Effect in *RHO-*P347S Transgenic Mice (A) Top 20 enriched biological processes (BPs) among the differentially expressed genes in *RHO*-P347S retinas injected with AAV.CMV.miR204. Upregulated genes are significantly enriched for the visual perception BP (red). Downregulated genes are significantly enriched for BPs related to innate immune response, inflammatory response, defense response, and cell death, among others (green). Terms that are directly related to the ancestor terms of “immune system process” (GO: 0002376) and “response to stimulus” (GO: 0050896; ancestor of inflammatory response-related terms) are indicated in bold fonts. Enrichment score values are plotted on the x axis. (B) GOEA of the 290 genes (n = 225 downregulated + 65 upregulated) that are common between the 420 DEGs altered upon AAV-miR-204 expression in *RHO*-P347S (i.e., comparison of the *RHO*-P347S eyes injected with the CMV.miR204 versus miR204MUT control vector; purple circle) and the 4,211 DEGs between control-injected wild-type (C57BL/6) and *RHO*-P347S (blue circle) retinas. The 290 DEGs show the same trend of down- or upregulation in the two comparisons (11 DEGs that show opposite correlation between the two comparisons are not included). The number of DEGs that are either specific of each comparison or overlapping is shown in parentheses. In the Venn diagram, the number of upregulated genes is shown in red and that of downregulated genes in green. All significantly enriched BP terms, in which the common DEGs are involved, are shown (green bars for the downregulated DEGs; red bar for the upregulated DEGs). Terms are ranked according to the enrichment score of each cluster.

We also compared the expression profiles of control-treated eyes in wild-type (C57BL/6) and dystrophic (*RHO*-P347S) mice. 

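In control-injected eyes, rod genes were lower in RHO-P347S mice 2 and 5 than in the 3 wild-type mice, and Rho had the lowest log2 fold change of the rod genes. Rho stood at 812 ± 2.14 CPM (SD, n = 2 eyes) in RHO-P347S and 10961 ± 464 CPM (SD, n = 3) in wild-type eyes, a log2 fold change of -3.75 (SE 0.07, adjusted p = 2.5e-12 from edgeR). Reads of mouse Rho may have been assigned to the human RHO transgene, since the sources do not state whether the reference held it. Of 28 rod genes, 20 were lower and 0 higher over all genes tested, and 23 were lower and 1 higher when adjusted over the list alone (median log2 fold change -0.43, adjusted p = 0.0687 with an estimated correlation). Pde6g, Rom1 and Gnb1, which encode a phosphodiesterase subunit, a disc membrane protein and a transducin subunit, had log2 fold changes of -0.76 (SE 0.06), -0.67 (SE 0.06) and -0.70 (SE 0.07). Nxnl1, which encodes the rod-derived cone viability factor, was at -0.97 (SE 0.06). Of 15 cone genes, 4 were lower and 1 higher (median -0.053, adjusted p = 0.782 with an estimated correlation), with Arr3 at -0.85 (SE 0.07) and the cone phosphodiesterase gene Pde6c at -0.58 (SE 0.07), while Opn1sw did not pass (0.31, SE 0.21, adjusted p = 0.391 from edgeR). Gapdh, an enzyme of glycolysis, had a log2 fold change of -5.89 (SE 0.11), but shares reads with near-identical copies, and summed over these copies its log2 ratio was -0.28. Of 15980 genes tested, 2086 were higher and 2032 lower in RHO-P347S eyes, and 108 of the 1660 higher and 103 of the 1873 lower genes without overlap between the groups and with sufficient counts were predicted genes or pseudogenes. With mouse 4 included, 17 of the 28 rod genes were lower and 1 higher over all genes (20 and 1 over the list alone, median -0.37, adjusted p = 0.933 with an estimated correlation). With mouse 4 included, 1472 genes were higher and 1524 lower, and 1573 or 1728 passed in all without wild-type mouse 1 or wild-type mouse 4. Without RHO-P347S mouse 5 or without wild-type mouse 1, 2473 genes passed in each case.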

A total of 4,211 genes (2,053 upregulated, 2,158 downregulated) were DE (FDR < 0.1) (Table S7). The DEGs upregulated in the disease model were enriched for BP terms that included innate immune responses, inflammatory processes, and cell death (Table S8; ES > 1.5), suggesting that these pathways are associated with retinal degeneration processes and are induced even at this early preclinical stage in *RHO*-P347S mice. 

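Interferon-induced genes, antigen presentation genes and myeloid genes were higher in the control-injected eyes of RHO-P347S mice 2 and 5 than in those of wild-type mice. Gbp4, an interferon-induced GTPase gene, stood at 59.2 ± 3.52 CPM (SD, n = 2 eyes) in RHO-P347S and 0.366 ± 0.173 CPM (SD, n = 3) in wild-type eyes, a log2 fold change of 7.23 (SE 0.16, adjusted p = 9.5e-12 from edgeR). Of 18 interferon-gamma GTPases, 18 were higher (median 3.98, adjusted p = 0.0328 with an estimated correlation), and of 42 type I interferon genes, 42 (median 3.02, adjusted p = 0.216 with an estimated correlation). Of 22 MHC class I genes, 19 were higher (median 2.35, adjusted p = 0.0328 with an estimated correlation), with H2-D1 at 2.37 (SE 0.07) and the peptide transporter gene Tap1 at 3.57 (SE 0.10), and of 7 MHC class II genes 7 (median 2.32, adjusted p = 0.0687), including Cd74 at 4.23 (SE 0.29). These counts were the same when adjusted over the list alone. Of 20 myeloid genes, 15 were higher, and 16 over the list alone (median 0.89, adjusted p = 0.459 with an estimated correlation), with Mpeg1 at 1.75 (SE 0.08), Csf1r, the receptor on which microglia depend, at 0.63 (SE 0.07) and Aif1, which encodes Iba1, at 1.22 (SE 0.24). Of 17 complement genes, 10 were higher and 1 lower (12 and 1 over the list alone, adjusted p = 0.100 with an estimated correlation). Of 34 death effectors, 15 were higher and 2 lower (18 and 5 over the list alone, median 0.24, adjusted p = 0.616 with an estimated correlation). Of 23 genes of gliosis and injury, 8 were higher and 2 lower (9 and 2 over the list alone, median 0.54, adjusted p = 0.227 with an estimated correlation), with Serpina3n, an acute-phase gene of reactive glia, at 3.10 (SE 0.14) and Gfap at 0.45 (SE 0.09), and the stress gene Chac1 was at 2.03 (SE 0.22). With mouse 4 included, 2 of 35 type I interferon genes were higher over all genes and 32 over the list alone (median 2.42, adjusted p = 0.933 with an estimated correlation), and the 15 interferon-gamma GTPases gave 1 and 15. With it, 0 of 22 MHC class I genes passed over all genes (11 higher and 2 lower over the list alone), and 1 of 4 MHC class II, 2 of 20 myeloid and 2 of 17 complement genes were higher over all genes (4, 2 and 3 over the list alone), with 1 complement gene lower, each list with adjusted p = 0.933 with an estimated correlation. Of 30 death effectors 6 were higher and 2 lower with mouse 4 (9 and 5 over the list alone, median 0.14), and of 23 gliosis and injury genes 3 and 1 (the same over the list alone, median 0.35), again with adjusted p = 0.933 with an estimated correlation.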

We then determined the overlap between the above-mentioned DEGs (n = 4,211) and those obtained upon miR-204 delivery in *RHO-*P347S (n = 420) (Table S9; Venn diagram in Figure 3B). 

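Genes called in both comparisons mostly moved toward the wild-type level in the miR204-injected eyes of RHO-P347S mice 2 and 5, though the comparisons share libraries. Of 15642 genes tested in both comparisons, 88 were higher in wild-type than in RHO-P347S eyes and also higher with miR204, and 202 were lower in both, against 17.9 and 41.4 that would overlap in independent lists. Another 8 genes were called in opposite directions. The shift was a fraction of the genotype difference: the 202 lower genes had a median log2 fold change of -0.55 with miR204 and of -1.11 for wild-type over RHO-P347S, and the 88 higher genes 0.22 and 0.45. Both comparisons use the same control-injected libraries of mice 2 and 5, whose chance values enter both and push the fold changes to the same side. In 20 simulations of groups without any change that shared these libraries, 66.4% of all genes tested had the same sign in both comparisons on average, against 67.8% observed. At most 1 gene per simulation was called in both comparisons in the same direction. These groups had no genotype difference, and few genes were called in either comparison. The simulations therefore cannot say how many of the shared calls stem from the shared libraries. The simulated fold changes had a mean correlation over genes of 0.489 and a mean covariance of 0.0196 (highest 0.0206), against an observed correlation of 0.326 and covariance of 0.0797. With all 3 RHO-P347S mice, 2 genes were called in both comparisons, and without the pairing by animal also 2.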

Sixty-five genes were upregulated, and 225 were downregulated in both conditions (Table S9). 

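Of the 28 rod genes, 15 were lower in RHO-P347S than in wild-type control-injected eyes and higher with miR204 in mice 2 and 5. They included the transducin genes Gnat1 and Gnb1, the phosphodiesterase genes Pde6b and Pde6g, the channel gene Cnga1 and the rod transcription factor gene Nrl. Gnb1 stood at 3495, 3400 and 3402 CPM in the control-injected eyes of the 3 wild-type mice, at 2238 and 1978 CPM in those of RHO-P347S mice 2 and 5, and at 2413 and 2270 CPM in their miR204-injected eyes. In mouse 4 it went from 2676 CPM with the control vector to 2459 CPM with miR204. Of the 15 cone genes, 0 were called in both edgeR comparisons, and of 14 RPE genes also 0.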

Interestingly, the 65 genes that were upregulated both in wild-type mice (compared to the IRD model) and in the AAV-miR204-treated *RHO*-P347S retinas (compared to the control-injected ones) (Table S9; Figure 3B) were significantly enriched for molecular functions related to visual and sensory perception of light stimuli (Table S10). On the other hand, genes that showed reduced relative expression in the above comparisons were enriched for terms related to innate immune response and inflammation (Table S10; Figure 3B).

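The genes that were higher in RHO-P347S than in wild-type control-injected eyes and lower with miR204 in mice 2 and 5 included most of the interferon response. They held 34 of 42 type I interferon genes, 11 of 18 interferon-gamma GTPases, 14 of 22 MHC class I genes, 5 of 17 complement genes and 7 of 20 genes of phagocytic microglia. Of 34 death effectors, 2 were in this group, Bcl2l11 and Xaf1, and of 7 MHC class II genes 0 were called in both edgeR comparisons. Lgals3bp, an interferon-induced secreted protein gene, stood at 89.0 and 52.3 CPM in the control-injected eyes of RHO-P347S mice 2 and 5 and at 44.9 and 33.3 CPM in their miR204-injected eyes, against 7.31 to 10.4 CPM in the control-injected wild-type eyes. The class I gene H2-D1 stood at 228 and 239 CPM with the control vector and at 168 and 174 CPM with miR204, against 41.6 to 49.0 CPM in the control-injected wild-type eyes.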

Taken together, these data indicate that AAV-miR-204 delivery in *RHO-*P347S mice shifts transcriptomic profiles toward those of a healthy retina by downregulating pathways that are induced upon degeneration. 

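In miR204-injected eyes, RHO-P347S mice 2 and 5 still differed from wild-type mice in the interferon genes and in the rod genes. Mouse 4 was left out of this comparison. Over wild-type control-injected eyes, its miR204-injected eye had the type I interferon list at 0.048 on the log2 scale, against 2.26 and 1.70 in mice 2 and 5. The rod list lay at -0.34 in mouse 4, against -0.32 and -0.24. The RHO-P347S eyes of mice 2 and 5 compared with the 3 wild-type eyes had 18 of 18 interferon-gamma GTPases higher (median log2 fold change 3.52), 16 of 22 MHC class I genes higher (1.90), 27 of 42 type I interferon genes higher (1.89) and 15 of 28 rod genes lower (-0.49). When adjusted over the list alone these were 18, 17 (and 1 lower), 40 and 18, with adjusted p = 0.0867, 0.0270, 0.460 and 0.208 with an estimated correlation. Rho, some of whose reads may have been assigned to the human RHO transgene, had a log2 fold change of -3.98 (SE 0.15, adjusted p = 1.4e-05 from edgeR). Of 15851 genes tested in these eyes, 610 were higher and 528 lower in RHO-P347S, a comparison that shares no library with that of the control-injected eyes. Without wild-type mouse 1 or mouse 2, 2441 and 1944 genes passed, and without wild-type mouse 4 or RHO-P347S mice 2 or 5, 546, 388 and 393. The effect of miR204 in the 3 RHO-P347S mice differed from that in the 3 wild-type mice for 0 of 16119 genes by a test of the interaction in edgeR. At an unadjusted p under 0.05 in this test, 182 were higher and 180 lower, fewer in all than chance alone would give. DESeq2 called 3, edgeR's likelihood ratio test 17, and 17 passed without wild-type mouse 2. The paper proposes from the comparison of RHO-P347S and wild-type eyes that innate immune, inflammatory and cell death pathways are induced early in the disease. It then takes the genes that changed in common (Figure 3B) and states that miR-204 moves the diseased retina toward the healthy state by lowering these pathways.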

More specifically, the pathways of innate immunity, inflammation, and cell death are main effectors through which miR-204 confers neuroprotection in IRDs.

### AAV-miR-204 Delivery Dampens Microglia Activation *In Vivo*

The enrichment for innate immunity and inflammation-related pathways among the downregulated genes prompted us to test whether miR-204 modulates microglia activation in the retina. We looked at microglia activation in *RHO-*P347S mice (injected at PN4 with the AAV.CMV.miR204 vector) by double immunostaining for anti-ionized calcium-binding adaptor molecule 1 (Iba1) and either CD68 or major histocompatibility complex class II (MHCII) at PN30 (Figure 4A; data not shown). AAV-miR-204 delivery was associated with a robust reduction in microglia reactivity (Figure 4A). This effect was corroborated both by differences in the morphology of retinal microglia that were more ramified, a conformation characteristic of resting microglia, as well as by a reduced immunostaining for typical markers of phagocytic microglia (e.g., CD68). Consistently, we observed fewer bloated, amoeboid monocytes at the proximity of photoreceptor OS (Figure 4A).

**Figure 4:**
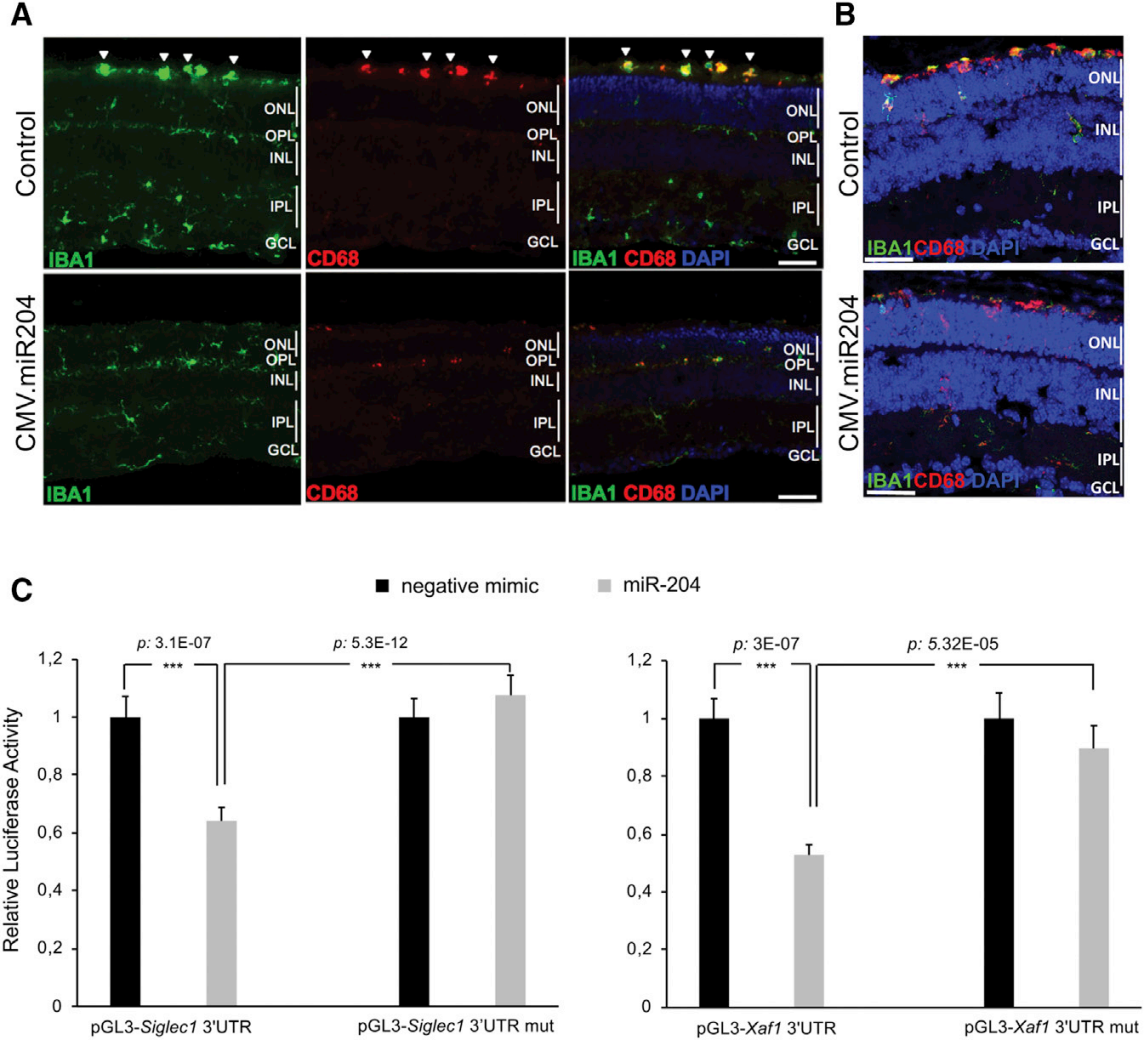
AAV-Mediated Delivery of miR-204 Reduces Phagocytic Microglia Activation in *RHO-*P347S and *Aipl1*^*−/−*^ Mice (A) Immunofluorescence staining for microglia markers Iba1 (green) and CD68 (red) on PN30 retinal sections of *RHO*-P347S injected with AAV.CMV.miR204 vector mix (1 × 10^9^ GC AAV.CMV.miR204 and 1 × 10^8^ GC AAV.CMV.EGFP) at PN4. The contralateral eye was injected with the AAV.CMV.EGFP control vector (1.1 × 10^9^ GC). DAPI nuclei counterstaining is shown in blue. Iba1 is a microglia marker, whereas CD68 is a lysosomal marker expressed at high levels in activated/phagocytic microglia. Iba1-positive and CD68-positive, large-bodied ameboid monocytes at the proximity of the photoreceptor outer segments are marked by arrowheads. (B) Microglia marker expression in *Aipl1*^*−/−*^ animals injected with the AAV.CMV.miR204 vector mix (1 × 10^9^ GC AAV.CMV.miR204, 1 × 10^8^ GC AAV.CMV.EGFP) at PN4 and analyzed at PN12, which corresponds to the early occurrence of photoreceptor death in this model. Microglia reactivity is more prominent in the subretinal space (at the proximity of the photoreceptor OS) in control (CMV.EGFP)-treated eyes. In the miR-204 injected eyes, phagocytic microglia are mainly found at the ONL. (C) Luciferase assays assessing the direct binding of miR-204 to the 3′ UTR of *Siglec1* and *Xaf1*. miR-204 (gray bar) and negative control mimics (black bars) were transfected in HeLa cells together with the luciferase vectors bearing either the wild-type 3′ UTR (pTK-LUC-*X* 3′UTR) or the mutated binding site of the miR-204 seed (pTK-LUC-*X* 3′UTR mut). Relative luciferase activity is reported as fold change to the negative mimic-transfected cells. Data are represented as mean ± SEM. Statistical significance (two-way ANOVA) is indicated with asterisks (***p < 0.001; n = 6 observations). GCL, ganglion cell layer; INL, inner nuclear layer; IPL, inner plexiform layer; ONL, outer nuclear layer; OPL, outer plexiform layer. Scale bars: 50 μm.

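Siglec1, which encodes a sialic acid-binding receptor of macrophages and activated microglia (ENSMUSG00000027322, chromosome 2 of GRCm38 from 131069220 to 131086765), fell in the miR204-injected eyes of RHO-P347S mice 2 and 5 at PN12. Its level went from 5.75 to 3.08 CPM in mouse 2 and from 6.25 to 1.67 CPM in mouse 5, a log2 fold change of -1.39 (SE 0.27, adjusted p = 0.00365 from edgeR), and it ranked 123 of 15740 genes by p. In mouse 4 it stood at 1.10 CPM with the control vector and 1.24 CPM with miR204, and over all 3 mice its log2 fold change of -1.06 (SE 0.32) did not pass (adjusted p = 0.909 from edgeR). It was higher in the control-injected eyes of mice 2 and 5 than in those of wild-type mice (log2 fold change 2.52, SE 0.23, adjusted p = 9.2e-06 from edgeR). The annotated 3′ UTR of 632 nucleotides holds 1 site that matches the miR-204 seed, at its last bases from 626 to 632 (TACCATGCTGAAAGGGA). Of 12 listed targets of miR-204, 3 were lower in mice 2 and 5 over all genes, among them Siglec1 and Xaf1, which the study picked from genes lower in these libraries and which are therefore not independent evidence, and 5 were lower and 1 higher over the list alone (median -0.12, adjusted p = 0.391 with an estimated correlation).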

To support a possible direct effect of miR-204 on microglia activation, we demonstrated, by luciferase assay, that miR-204 can bind to *Siglec1*, one of the downregulated miR-204-predicted targets (top 120 DEGs; Table S5; Figure 4C). *Siglec1* encodes for sialoadhesin, a membrane receptor of macrophages and activated monocytes, that was previously shown to promote neuroinflammation in neurodegenerative diseases.^17^ Notably, *Siglec1* inactivation in mouse models of neuronal ceroid lipofuscinosis significantly reduced neuron loss and the retinal thinning associated with the condition.^17^

We therefore hypothesize that the protective effect of miR-204 in IRD models is mediated, at least in part, by its impact on microglial activation and on recruited inflammatory macrophages.

### miR-204 Contributes to the Control of Photoreceptor Cell Death

As cell death terms were enriched among the DEGs, we looked among the downregulated genes (following miR-204 administration) for direct targets of miR-204 involved in this process. Luciferase assays showed that miR-204 can bind to the 3′ UTR of *Xaf1* (Figure 4C), a miR-204-predicted target among the top-20 DEGs (downregulated) in *RHO*-P347S mice (Table S5). 

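Xaf1, which encodes a proapoptotic antagonist of XIAP and is itself induced by interferon (ENSMUSG00000040483, chromosome 11 of GRCm38 from 72301629 to 72313733), fell in the miR204-injected eyes of RHO-P347S mice 2 and 5 at PN12. Its level was 37.5 ± 10.9 CPM (SD, n = 2 eyes) with miR204 and 56.3 ± 14.5 CPM (SD, n = 2) with the control vector, a log2 fold change within mice of -0.59 (SE 0.07, adjusted p = 1.3e-05 from edgeR). It ranked 21 of 15740 genes by p, and 18 among those that fell. In mouse 4 it went from 8.26 to 6.67 CPM, and over all 3 mice the log2 fold change was -0.55 (SE 0.08, adjusted p = 0.0401 from edgeR). In wild-type eyes it stood at 3.15 ± 0.233 CPM (SD, n = 3) with the control vector and 4.39 ± 2.44 CPM (SD, n = 3) with miR204, so it was higher in the control-injected eyes of RHO-P347S mice 2 and 5 by 4.15 on the log2 scale (SE 0.18, adjusted p = 4.4e-07 from edgeR). Xiap, the inhibitor that Xaf1 counteracts, was slightly lower there (-0.27, SE 0.06, adjusted p = 0.0111 from edgeR). The annotated 3′ UTR of Xaf1 is 1727 nucleotides long and holds 1 match to the miR-204 seed from 1180 to 1186 (AAGTGGAAAGAAAGGGAAAGAGAAGGA). The call of Xaf1 in mice 2 and 5 was lost without the pairing by animal (adjusted p = 0.992 from edgeR) and in DESeq2 (adjusted p = 0.197), among alternatives whose adjusted p ranged from 1.3e-12 to 1.0.

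**Figure D3:**
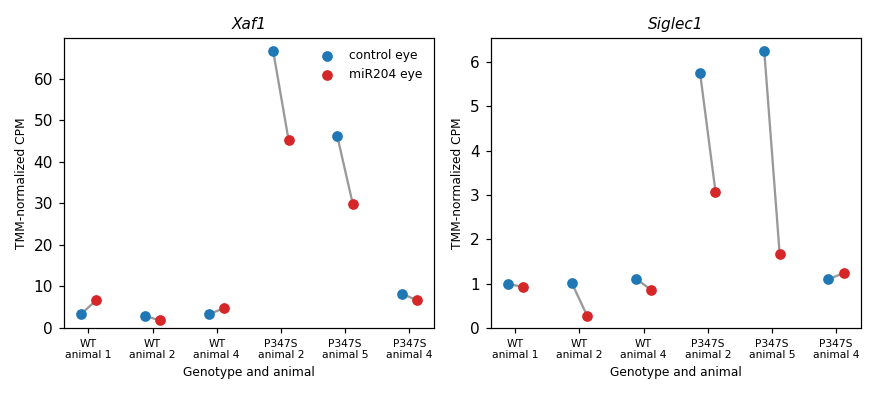
TMM-normalized CPM (y axis) of Xaf1 and Siglec1 in each mouse (x axis), with control-injected eyes in blue, miR204-injected eyes in red and a line joining the eyes of a mouse. Both genes were highest in the control-injected eyes of RHO-P347S mice 2 and 5, where Xaf1 lay at 66.6 and 46.1 CPM and Siglec1 at 5.75 and 6.25 CPM.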

Xaf1 is a proapoptotic factor that negatively regulates XIAP (X-linked inhibitor of apoptosis) activity, thereby sensitizing cells to death triggers.^18^ In models of retinal degeneration, the increase of XIAP levels was previously shown to have a protective role.^19^^,^^20^ Therefore, the direct and early modulation of *Xaf1* levels and its downstream impact on anti-apoptotic processes may also account for the observed neuroprotection, consistent with the reduced TUNEL staining observed in treated *RHO-*P347S retinas (Figures 2F and S5C).

### Photoreceptor-Specific Delivery of miR-204 in *RHO*-P347S Attenuates Loss of Vision

We sought to assess whether a protective effect of miR-204 delivery could also be obtained using a photoreceptor-specific promoter. To this end, we generated an AAV construct (AAV.RHO.miR204; Figure 1A) in which the precursor sequence of miR-204 is under the control of the human *RHO* promoter^21^ that drives transgene expression primarily in rod photoreceptors. A vector (AAV.RHO.EGFP) expressing EGFP under the same promoter was used as control. We injected a group of *RHO-*P347S transgenic mice at PN4 and analyzed retinal function at PN30 (n = 19) and PN60 (n = 11) by ERG (Figure 5). We obtained an improvement of the b-wave ERG response in the RHO.miR204-injected eyes (1 × 10^9^ GC AAV.RHO.miR204 and 1 × 10^8^ GC AAV.RHO.EGFP per eye) compared to the contralateral, RHO.EGFP-injected (1.1 × 10^9^ GC) controls at PN30 (Figure 5A). The increase in the b-wave amplitude persisted until PN60 (Figure 5B); albeit ERG responses of treated eyes decreased from 1 to 2 months. a-wave amplitudes also showed a trend of improvement in miR204-treated eyes but without statistical significance.

**Figure 5:**
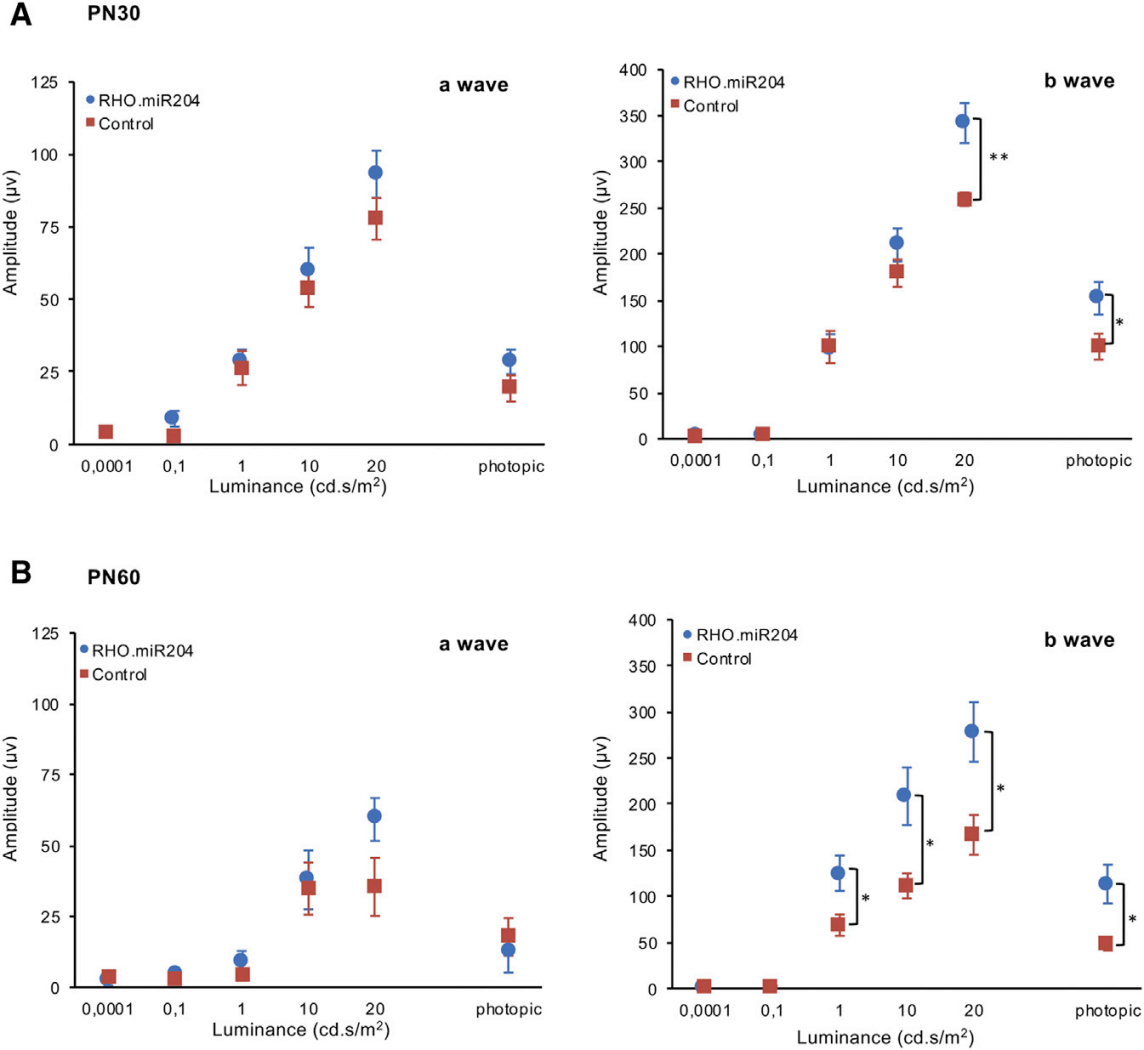
AAV-Mediated Delivery of miR-204 Using a Photoreceptor-Specific Promoter at PN4 Improves ERG Responses (A and B) ERG responses of *RHO-*P347S mice injected with AAV.RHO.miR204 or AAV.RHO.EGFP at PN4. Mice were recorded at PN30 (A; n = 19) and PN60 (B; n = 11). Subretinal injection of RHO.miR204 results in a statistically significant increase of b-wave amplitudes in miR204-treated eyes compared to control-injected contralateral eyes. Statistical significance (p value), calculated using an unpaired t test against control vector values, is indicated with asterisks (*p < 0.05; **p < 0.01).

Administration of AAV.RHO.miR204 delivery at later stages (PN14) did not lead to a statistically significant improvement of a- and b-wave amplitudes at PN30 (n = 17) or at PN60 (n = 5) (Figure S8).

We then sought to determine whether the photoreceptor-specific delivery of miR-204 had an impact on PR viability, PR marker expression, and microglia activation, as observed upon CMV-mediated delivery. By IF analysis and TUNEL assay, we did not detect evident differences in the expression of PR markers (i.e., cone arrestin, Rhodopsin, M opsin, S opsin) and in the extent of cell death between RHO.miR204-injected and control eyes (data not shown). Similarly, we did not observe any significant change in microglia activation following RHO.miR204 delivery (by immunostaining with anti-CD68 and anti-Iba1), thus suggesting that the early effect on immune responses observed in CMV.miR204-treated eyes is likely to be due to the direct effect of miR-204 on innate immune effector cells.

Taken together, these results indicate that the photoreceptor-specific delivery of miR-204 leads to a significant functional recovery in the *RHO*-P347S model, which, however, is lower compared to that achieved by a more widespread retinal delivery of miR-204 using the CMV promoter.

### Administration of AAV-miR-204 Increases Photoreceptor Survival in the *Aipl1*^−/−^ Mouse

To assess whether miR-204 impacts on PR degeneration independently of the causative gene, we tested our approach in *Aipl1* homozygous *null* mice.^22^ Mutations in the *AIPL1* gene are responsible for a severe form of autosomal recessive IRD (LCA) in humans.^23^ In *Aipl1*^−/−^ mice, rod and cone PRs degenerate quickly, leading to a notable reduction of ONL thickness and PR OS^22^ and a complete absence of ERG responses at 1 month of age.^22^^,^^24^ We injected *Aipl1*^−/−^ mice (n = 11) at PN4, using the above-described scheme. We did not record any improvement of retinal function among injected eyes at PN30 (i.e., the earliest time point at which we could perform reliable ERG measurements), most likely due to the severity of degeneration in this animal model (data not shown). This notwithstanding, at PN21, we observed a significant increase in the number of preserved PR rows at the ONL and in the density of PR nuclei in miR204-treated eyes compared to controls (Figure 6A). At this stage, almost invariably, only one row of nuclei is present in the ONL of *Aipl1*^−/−^ eyes injected with the control vector (whereas wild-type retinas have approximately ten rows^25^). We also detected increased staining for rod (Rhodopsin) and cone PR markers in miR204-injected eyes (Figure 6B). The structure of cone OS was better preserved in miR204-treated eyes compared to contralateral controls (inset in Figure 6B). Noteworthy, we also observed a reduction of microglia activation in *Aipl1*^−/−^ miR204-treated eyes (Figure 4B), indicating that its modulation by miR-204 is independent of the genetic mutation.

**Figure 6:**
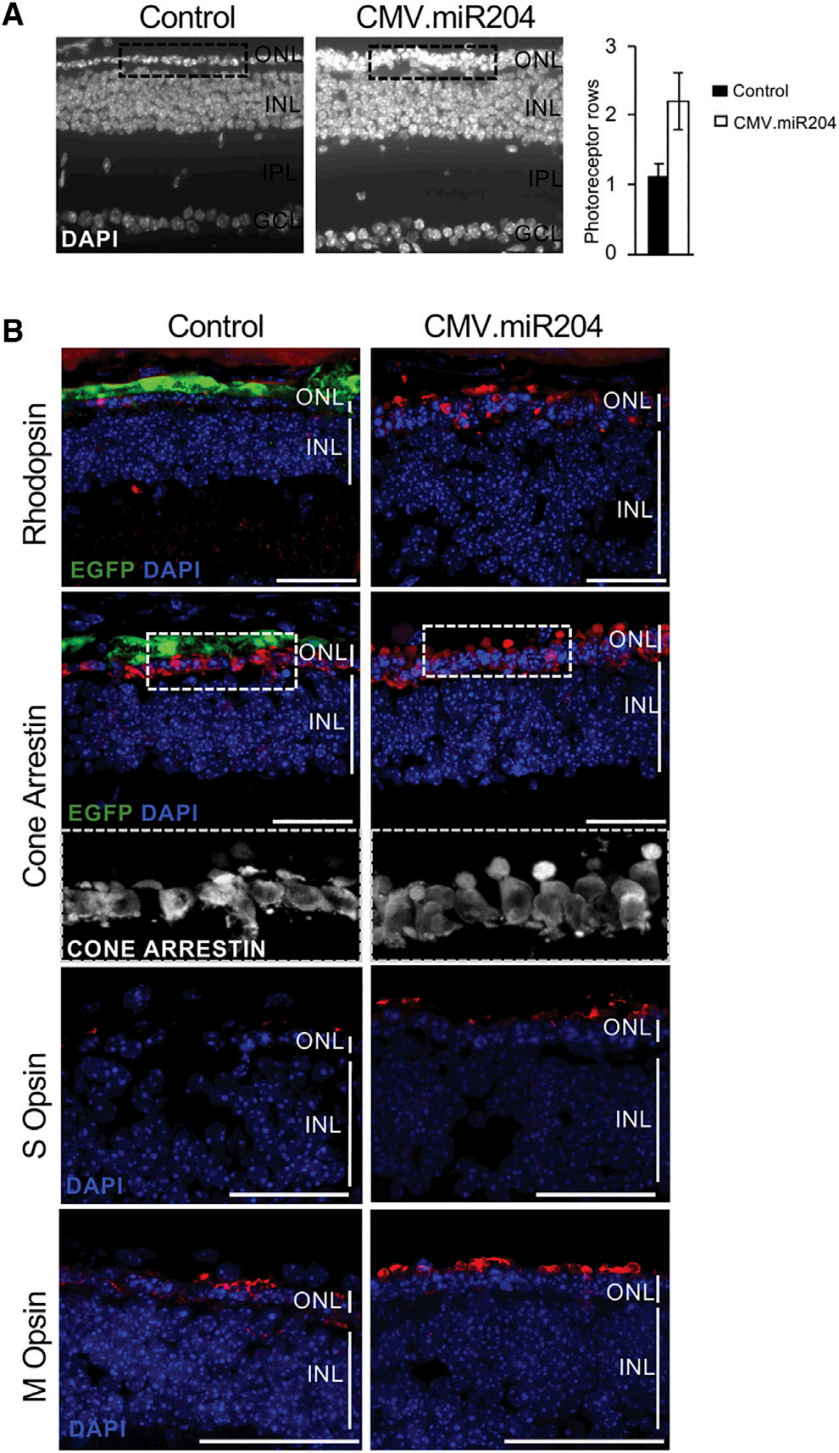
AAV-Delivered miR-204 at PN4 Increases Photoreceptor Survival in the *Aipl1*^−/−^ Mouse (A) Nuclei staining (DAPI) of *Aipl1*^−/−^ retinal sections at PN21 following subretinal delivery of miR-204 at PN4. Almost invariably, only one row of nuclei is present in the ONL of *Aipl1*^−/−^ eyes injected with the control CMV.EGFP vector (left dashed box inset). There is an increase in the number of rows and density of nuclei at the ONL of the contralateral eye injected with the AAV.CMV.miR204 vector mix (right dashed box inset). The other retinal layers (INL, IPL, and GCL) appear to be unaffected. Plot shows the average number of photoreceptor nuclei rows in miR204-treated eyes compared to contralateral eyes injected with the control vector (n = 11; error bars are SEM; p = 0.06). (B) Confocal microscopy images of immunolabeling for rod (Rhodopsin; in red) and cone photoreceptor markers (Cone Arrestin, M Opsin, S Opsin; in red) on retinal sections at PN21. Control virus distribution is shown by the EGFP fluorescence (green). DAPI nuclei counterstaining is shown in blue. An increased staining for photoreceptor markers is observed at the ONL of eyes injected with the AAV.CMV.miR204 vector mix compared to contralateral control (CMV.EGFP)-treated eyes. Dashed box insets: close-up of the staining for cone arrestin in the framed area. Viral doses were the following: 1 × 10^9^ GC AAV.CMV.miR204/1 × 10^8^ GC AAV.CMV.EGFP per eye and 1.1 × 10^9^ GC AAV.CMV.EGFP per eye). GCL, ganglion cell layer; INL, inner nuclear layer; IPL, inner plexiform layer; ONL, outer nuclear layer. Scale bars: 50 μm.

Altogether, these data show that miR-204 exerts a mutation-independent protective effect in IRD models by acting on multiple pathways.

## Discussion

This study demonstrates that delivery of miR-204 in the subretinal space attenuates photoreceptor degeneration in two genetically different IRD mouse models. miR-204 exerts its neuroprotective effect by acting on common pathways to which IRDs converge, irrespective of the initial disease-causing mutation.

A single subretinal injection of an AAV vector expressing miR-204 preserves PR marker expression and viability, ultimately recovering visual function in *RHO-*P347S mice (Figure 2). The improved ERG responses are mainly attributable to a better preserved PR function and to an attenuation of the degeneration, even though the reduction of PR demise did not elicit a visible increase in ONL thickness at the analyzed stages (Figure S2). The severity and fast progression of degeneration of the models employed in this study (*RHO*-P347S and *Aipl1*^−/−^) are appropriate to demonstrate effects of novel treatments but are not ideal for long-term assessments of the effect of miR-204 delivery on the ONL morphology. Alternative animal models (even from other organisms) that allow extended follow-up periods (i.e., with a slower progression of degeneration, ideally combined with a larger lifespan) will be necessary to address fully the discrepancy between the preservation of visual function and the apparent lack of morphological protection observed after miR-204 delivery.

Protective effects were also obtained by interventions at later time points (i.e., at PN14 or PN24), when fully differentiated retinas exhibit signs of PR degeneration (Figure S6). These injections resulted in a reduced improvement of visual function, as a higher number of photoreceptors are irreversibly damaged or lost by then. Nevertheless, the functional recovery by injections after disease onset is relevant, as it supports the clinical potential of the approach at patient-relevant stages of disease progression.

Our results indicate that miR-204 delivery to IRD mouse models acts on multiple correlated processes associated with innate immunity, inflammatory responses, and cell death. We believe that miR-204 has a primary effect on these pathways, because they were significantly modulated already before the onset of degeneration and were also impacted in wild-type retinas. The latter observation may be, in part, due to the effects of miR-204 in alleviating damage associated with subretinal injection. Based on the gathered experimental evidence, we propose that miR-204 exerts its neuroprotective effect in IRDs through at least two mechanisms.

First, miR-204 slows down degeneration by acting directly on PR death. In addition to the functional (Figures 2A and 2D) and histological evidence (Figures 2E and S3), this mechanism is corroborated by the reduced TUNEL staining in retinas of miR204-treated *RHO-*P347S mice (Figure 2F). We also demonstrated that miR-204 can bind the 3′ UTR of *Xaf1* (Figure 4C). Xaf1 is a proapoptotic protein that promotes cell death by negatively regulating XIAP,^18^ a potent inhibitor of apoptosis.^26^ It is therefore plausible that miR-204 protects PRs from cell death, in part, by downregulating *Xaf1* expression. Given that XIAP also limits inflammasome activation,^27^ it is reasonable to propose that downregulation of *Xaf1* enhances the XIAP-mediated inhibition of inflammatory responses. In support of the beneficial role of XIAP, its overexpression in the retina conferred protection in models of degeneration^19^^,^^20^ and enhanced survival of transplanted photoreceptors in degenerating retinas.^28^

Second, miR-204 attenuates disease progression by dampening microglia activation in response to PR dysfunction and death (Figures 3 and 4). Administration of miR-204 in *RHO-*P347S mice strongly inhibits the cascade of innate immune responses and inflammation mounted at the onset of degeneration (Figure 3A). It is noteworthy that downregulation of the above-mentioned biological pathways occurs already at PN12, an early, “preclinical” stage of degeneration in *RHO-*P347S mice. Microglia reactivity is induced by the innate immune system in response to PR death and contributes primarily to the clearance of dysfunctional and dying photoreceptors. However, as shown in other neurodegenerative contexts,^29^ prolonged or excessive microglial activation instigates inflammatory responses and exacerbates degeneration by the constant secretion of proinflammatory compounds and by the phagocytosis of nonapoptotic, living PRs.^30^^,^^31^ In agreement with their neurotoxic potential, several studies reported that modulation of microglia activation and innate immune response holds promise for the treatment of retinal degeneration.^32^ Approaches to limit microglia over-reactivity should not, however, interfere with the homeostatic function of retinal immune effectors. Based on our results, we propose that miR-204 acts as a modulator of innate immune responses and of proinflammatory pathways that exacerbate disease progression. As miRNAs fine tune functionally correlated pathways,^5^ the sustained retinal transduction provided by AAV-miR-204 delivery may represent an alternative to more transient and drastic pharmacological approaches in suppressing microglia reactivity without compromising tissue homeostasis.

The data obtained with the use of the *RHO* promoter demonstrate that the neuroprotective effect of miR-204 in IRD models is exerted, at least in part, through a PR-autonomous mechanism. The administration of miR-204 under a ubiquitous promoter had a stronger effect, presumably through the pleiotropic action of this miRNA on multiple cell targets (e.g., RPE, photoreceptors, microglia). Therefore, the dampening of microglial reactivity observed upon AAV.CMV.miR204 delivery is most likely due to a direct role of this miRNA on microglia activation rather than secondary to events occurring in PRs (e.g., a reduced recruitment of microglia due to a decrease in “eat me” signals produced by PRs). In view of translational applications in additional (pre)clinical models, the risk-benefit balance between a cell-targeted approach and the use of a ubiquitous promoter would need to be carefully assessed.

The described delivery route (i.e., subretinal injection), vehicle (i.e., AAV vectors), and disease stage at intervention (i.e., PN24, advanced postnatal stages) are compatible with the development of a clinical protocol for human translational purposes (e.g., subretinal delivery in patients).^33^ Further enhancements could derive by the testing of different miR-204 molecules (e.g., miRNA mimics) and conditions (e.g., higher vector dose, inoculations in multiple injection spots) and their combinations in preclinical models of IRDs. With the consideration of the effect of miR-204 on multiple disease mechanisms common to genetically different IRDs, this miRNA can represent a mutation-independent therapeutic agent that dampens disease-amplifying processes, thus also supporting gene-specific replacement approaches. This is particularly relevant for dominant conditions that cannot be treated by gene replacement due to the gain-of-function/dominant-negative effects of the mutated allele. Multifactorial forms of retinopathies with an established innate immunity etiology (such as age-related macular degeneration [AMD] or diabetic retinopathy) may also benefit from the proposed strategy. Future research should experimentally address this perspective.

## Materials and Methods

### Plasmid Construction

Recombinant AAV vectors containing the murine precursor sequence of miR-204 (or miR-211) under the CMV promoter were constructed by a two-step cloning protocol. Initially, the cassette containing the precursor of miR-204 (or miR-211) was amplified from mouse genomic DNA using the following set of oligonucleotides: 5′-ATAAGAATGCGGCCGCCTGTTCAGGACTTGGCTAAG-3′ and 5′-CGCGGATCCAACATGGGGTTGTTAATCTG-3′ for miR-204; 5′-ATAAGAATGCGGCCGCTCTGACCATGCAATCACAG-3′ and 5′-CGCGGATCCAATGGATCAGGGTGGCATC-3′ for miR-211. The obtained amplimers were subcloned in the TOPO TA Cloning Vector (Invitrogen) and released following digestion with Not I and BamH I. The fragment was then cloned into the Not I–BamH I sites of the pAAV2.1-CMV-EGFP plasmid^15^ and used for the production of AAV2/8 vectors.

The control vector bearing the precursor of miR-204 with a mutated seed sequence was generated by purine-pyrimidine changes in both arms of the precursor to maintain the same complementarity and hairpin structure (Figure S1A). This was achieved with two sequential steps of site-directed mutagenesis using primer extension. 

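In the reference genome GRCm38, the miR-204 precursor gene lies on the plus strand of chromosome 19 from 22750605 to 22750672 and is 68 nucleotides long. The bases from 22750610 to 22750617 are bases 6 to 13 of the gene and read TTCCCTTT (within TGGACTTCCCTTTGTCAT). Those from 22750660 to 22750667 are bases 56 to 63, on the other arm of the hairpin, and read AAAGGGAC (within AAGGCAAAGGGACGTTCA). The RNA-seq files count 0 reads for this precursor in all 12 libraries, which allows up to 3 counts per library of 10108440 to 16321544 in total and covers counting error only. The mouse's own miR-204, which the paper describes as highly abundant in the retina, left no counts either. The 0 therefore cannot speak on delivery, for which the paper measured the mature form by TaqMan PCR in other wild-type eyes (Figure 1B).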

The first reaction introduced the modified seed sequence of the mature miRNA (5′-GGAAAGGG-3′ instead of 5′-TTCCCTTT-3′ at chr19: 22,750,610–22,750,617) and the second introduced a sequence complementary to the newly mutated seed at the 3p arm of the precursor hairpin (5′-CCCTTTCA-3′ instead of 5′-AAAGGGAC-3′ at chr19: 22,750,660–22,750,667) (Figure S1A). The internal primer pairs containing the desired mutation and complementary ends were 5′-CGTGGACGGAAAGGGGTCATCCTATGCCTG-3′, 5′-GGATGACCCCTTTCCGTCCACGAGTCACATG-3′ and 5′-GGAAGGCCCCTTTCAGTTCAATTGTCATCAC-3′, 5′-ATTGAACTGAAAGGGGCCTTCCCAGCCTCC-3′. The external flanking primers, used in combination with the internal mutagenic primers, were the ones described above for the amplification of the miR-204 precursor.

The vector bearing the precursor miR-204 under the control of a photoreceptor-specific promoter (pAAV.RHO.miR204) was generated by exchanging the CMV promoter of pAAV.CMV.miR204 with the human *RHO* promoter sequence.^21^ Briefly, the sequence corresponding to the human *RHO* promoter was released from the pAAV2.1-*RHO-*EGFP plasmid^15^ by restriction with Nhe I and Not I and was cloned in the pAAV.CMV.miR204 backbone, previously digested with the same enzymes.

### AAV Virus Production

Recombinant AAV2/8 viruses were produced by the TIGEM Vector Core as reported.^34^ Physical titers (GCs per milliliter [GC/mL]) of each viral preparation were determined by TaqMan PCR quantification.

### Animal Models and Procedures

For subretinal injections in the *RHO-*P347S background, pups were obtained by crossing the *RHO-*P347S transgenic^16^ with C57BL/6 mice. For injections in the *Aipl1*^−/−^ background, pups were obtained by crosses between homozygous *Aipl1*^−/−^ mice.^22^ The C57BL/6 strain was used as a wild-type control line.

Studies were conducted in accordance with the institutional guidelines for animal research and approved by the Italian Ministry of Health (D.L. 116/92 art. 7; protocol number: 650/2018-PR). Mice were maintained under specific pathogen-free (SPF)-like conditions at the TIGEM Animal Facility. Surgical procedures were performed under anesthesia, and all efforts were made to minimize suffering. Viral vectors were delivered subretinally in the dorsal retinal areas via a trans-scleral transchoroidal approach.^35^ Eyes were injected with 1 μL of an AAV vector/vector mix (specified in each figure) containing a total of 1.1 × 10^9^ viral GCs.

### Electroretinography

Electrophysiological recordings were performed as previously described.^36^ Mice were dark adapted for 3 h and accommodated in a stereotaxic apparatus under dim red light. Pupils were dilated with a drop of 1% tropicamide (Alcon Laboratories, Fort Worth, TX, USA), and the body temperature was maintained at 37.5°C. ERGs were evoked by 10-ms flashes of different light intensities ranging from 10^−4^ to 20 cd⋅s/m^2^, generated through a Ganzfeld stimulator (CSO, Florence, Italy). To minimize the noise, three different responses evoked by light were averaged for each luminance step (the time interval between light stimuli was 4–5 min). Electrophysiological signals were recorded with gold-plated electrodes inserted under the lower eyelids in contact with the cornea. Electrodes in each eye were referred to a needle electrode inserted subcutaneously at the level of the corresponding frontal region. The different electrodes were connected to a two-channel amplifier. Amplitudes of a- and b-waves were plotted as a function of increasing light intensities. After completion of responses obtained in dark-adapted conditions (scotopic), the recording session proceeded to dissect the cone pathway mediating the light response (photopic). To this end, ERG responses to light of 20 cd⋅s/m^2^ were recorded in the presence of a continuous background light (set at 50 cd⋅s/m^2^). For each group, the mean a- and b-wave amplitude was plotted as a function of luminance (transfer curve) under scotopic and photopic conditions.

### Immunostaining

Immunostaining for retinal and microglial markers was performed as reported.^37^ Frozen retinal sections were washed once with PBS and then fixed for 10 min in 4% paraformaldehyde (PFA). Sections were then permeabilized either for 15 min in PBS containing 1% IGEPAL® CA-630 (Sigma-Aldrich, St. Louis, MO, USA; for anti-Rhodopsin, anti-cone arrestin, anti-glutamine synthetase) or in citrate buffer (for the anti-M and -S opsin). Blocking solution containing 10% normal goat serum (Sigma-Aldrich, St. Louis, MO, USA) was applied for 1 h. Primary antibodies were incubated overnight at 4°C. Secondary antibodies (Alexa Fluor 594, anti-rabbit or anti-mouse, 1:1,000; Molecular 20 Probes, Invitrogen, Carlsbad, CA, USA) were applied for 1 h. Permeabilization and blocking of sections for anti-Iba1, anti-CD68, anti-MHCII, and anti-glial fibrillary acidic protein (GFAP) staining were performed for 1 h in 0.3% Triton/4% normal goat serum. Antibodies were then incubated overnight at 4°C in 0.1% Triton/2% normal goat serum (for dilutions and providers, see below). DAPI (Vectashield; Vector Labs, Peterborough, UK) was used for nuclei counterstaining. Sections were photographed using Zeiss (LSM 710) confocal microscopy or a Zeiss Axiocam (Carl Zeiss, Oberkochen, Germany). Panoramic images of entire retinal sections were acquired as orthogonal projections at the Zeiss Axio Scan.Z1.

The primary antibodies used were anti-human cone arrestin (hCAR; 1:10,000; AB15282; Millipore, Burlington, MA, USA), anti-Opn1mw (anti-M opsin; 1:200; AB5405; Millipore, Burlington, MA, USA), anti-Opn1sw (anti-S opsin; 1:200; AB5407; Millipore, Burlington, MA, USA), anti-Rhodopsin (1:5,000; Abcam, Cambridge, UK), anti-GFAP (1:400; Z0334; Dako Agilent, Santa Clara, CA, USA), anti-glutamine synthetase (anti-GS; 1:500; MAB302; Millipore, Burlington, MA, USA), anti-Iba1 (1:300; 019-19741; Fujifilm Wako Pure Chemical, Osaka, Japan), anti-MHCII (1:200; MCA46GA; Bio-Rad, Hercules, CA, USA), and anti-CD68 (1:500; MCA1957T; Bio-Rad, Hercules, CA, USA).

### Histological Analysis

Enucleated eyeballs were fixed overnight by immersion in 4% PFA. Prior to enucleation, cautery of the sclerae was used to orient the eyes, with respect to the injection site, at inclusion. Eyes were infiltrated with 30% sucrose for cryopreservation and embedded in tissue-freezing medium (O.C.T Matrix; Kaltek, Padua, Italy) in pairs (i.e., left and right eye) to facilitate comparative analysis. For each eye, 10 μm-thick serial sections were cut along the horizontal plane. Sections were progressively distributed on 10 slides (each slide contained sections representative of the whole eye at different levels) and stained with DAPI for nuclei visualization (Vectashield; Vector Labs, Peterborough, UK).

### Cell Death Assay (TUNEL)

Apoptotic nuclei in frozen retinal sections were detected by the TUNEL kit, according to the manufacturer’s instructions (*In Situ* Cell Death Detection Kit, TMR red; Roche-Merck KGaA, Darmstadt, Germany).

### RNA Extraction, Library Preparation, Deep Sequencing, and Computational Analysis

Total RNA was extracted from mouse retinas using the miRNeasy kit (QIAGEN, Hilden, Germany). RNA-seq library preparation and sequencing were performed as previously described.^38^ The RNA-seq data are deposited in NCBI’s Gene Expression Omnibus (GEO: GSE121785). Data analysis was performed as reported.^38^ The threshold for statistical significance was FDR <0.1.

### GOEA

GOEA^39^ was performed on the list of upregulated and downregulated genes, separately. The Database for Annotation, Visualization and Integrated Discovery (DAVID) online tool (v. 6.7) was used by restricting the output to BP (BP_FAT) and Cellular Component (CC_FAT) terms, with a significance threshold of FDR <10% and ES >1.5. Redundant terms and commonly encountered categories were eliminated. The visualization of GO-term interconnections was performed using GOView (http://www.webgestalt.org/GOView/).

### Target Prediction and Luciferase Assays

Sequence-based miRNA target-prediction databases (e.g., microT-CDS,^40^ http://diana.imis.athena-innovation.gr/DianaTools/index.php?r=microT_CDS/index; TargetScan,^41^ http://www.targetscan.org/) and coexpression-based tools for systematic miRNA target recognition (e.g., Co-expression Meta-analysis of miRNA Targets [CoMeTa];^42^ http://cometa.tigem.it/) were used to annotate miR-204-predicted targets.

Luciferase assays were performed as described.^9^ To test the direct regulation of the 3′ UTR of target genes by miR-204, the 3′ UTR-bearing vector was cotransfected with a synthetic miR-204 mimic (Dharmacon, Lafayette, CO, USA). Appropriate control vectors, in which the sequence of the candidate miRNA binding site at the 3′ UTR (i.e., predicted to be recognized by the miR-204 seed region) was mutagenized to abolish binding, were used in parallel.

### Statistical Analysis

For ERG experiments, unpaired Student’s t test was performed against control-treated eyes. For experiments, a one-way ANOVA, followed by Tukey *post hoc* procedures, was used for comparisons. For luciferase experiments, a two-way ANOVA and Tukey *post hoc* procedures were used to compare groups. For discrete data, the likelihood ratio test for general linear model (GLM) was performed. All values are expressed as means ± SEM.

### LCM

Frozen retinal sections on polyethylene naphthalate (PEN)-membrane slices were microdissected using a Laser MicroDissection (LMD) 6500 microscope. Slices were fixed in cold 75% ethanol (EtOH) in diethyl pyrocarbonate (DEPC)-treated water (2 min), washed twice in DEPC-treated water (30 s), and stained in Meyer’s hematoxylin (7 μM; 1 min). Following hematoxylin staining of nuclei, the slices were washed twice in DEPC water (30 s), dehydrated in a series of EtOH concentrations (i.e., EtOH 70%, EtOH 80%, EtOH 90%, twice EtOH 100%; 30 s in each), and dried on air (15 min). The laser parameters used for the microdissection were the following: Power 60, Aperture 7, Speed 7, Specimen Balance 46, and Offset 25. The pencil function was used to border the photoreceptor layers. Microdissected layers from each eye were pooled, and RNA was extracted, as described above.

### miRNA Expression Analysis

qRT-PCR-based detection of mature miR-204, miR-124, and small nucleolar RNA 234 (sno234) was performed using the TaqMan miRNA assays (Applied Biosystems, Foster City, CA, USA). All reactions were performed in triplicate. The qRT-PCR results, recorded as threshold cycle numbers (Ct), were normalized to the sno234 reference, and the relative fold change of expression was calculated using the 2^−ddCt^ method.

## Author Contributions

M.K., E.M.S., and S.B. conceived the study, designed the experiments, analyzed the data, and wrote the manuscript. M.K., I.G., E.M., M.P., I.C., and E.M.S. carried out experimental work. R.D.C. and A.C. analyzed transcriptomic data. E.M. and E.M.S. performed subretinal injection and visual tests in mice. S.C. provided critical expertise for studies in the mouse. S.B. and E.M.S. provided funding for this study. All authors discussed the results and had the opportunity to comment on the manuscript.

## Conflicts of Interest

The authors declare no competing interests.

## Supplemental Information

Document S1. Figures S1–S8

Table S1. Normalized Read Counts of the Differentially Expressed Genes between Retinas of Wild-Type C57BL/6 Mice Injected with the AAV.CMV.miR204 and Control AAV.CMV.miR204MUT Vector

Table S2. Gene Ontology Enrichment Analysis of the Differentially Expressed Genes (DEGs) between Retinas of C57BL/6 Mice Injected with the AAV.CMV.miR204 and Control AAV.CMV.miR204MUT Vector

Table S3. Normalized Read Counts of the Differentially Expressed Genes between Retinas of *RHO*-P347S Mice (n = 3) Injected with the AAV.CMV.miR204 and Control AAV.CMV.miR204MUT Vector

Table S4. Gene Ontology Enrichment Analysis of the Differentially Expressed Genes (DEGs) between Retinas of *RHO*-P347S Mice (n = 3) Injected with the AAV.CMV.miR204 and Control AAV.CMV.miR204MUT Vector

Table S5. Normalized Read Counts of the Differentially Expressed Genes between Retinas of *RHO*-P347S Mice (n = 2) Injected with the AAV.CMV.miR204 and Control AAV.CMV.miR204MUT Vector

Table S6. Gene Ontology Enrichment Analysis of the Differentially Expressed Genes (DEGs) between Retinas of *RHO*-P347S Mice (n=2) Injected with the AAV.CMV.miR204 and Control AAV.CMV.miR204MUT Vector

Table S7. Normalized Read Counts of the Differentially Expressed Genes (DEGs) between Retinas of C57BL/6 (n = 3) and *RHO*-P347S Mice (n = 2) Injected with the Control Vector AAV.CMV.miR204MUT

Table S8. Gene Ontology Enrichment Analysis of the Differentially Expressed Genes (DEGs) between Retinas of C57BL/6 (n = 3) and *RHO*-P347S Mice (n=2) Injected with the Control Vector AAV.CMV.miR204MUT

Table S9. List of Differentially Expressed Genes (DEGs; n = 290) That Show the Same Trend of Down- or Upregulation Both upon miR204 Delivery in *RHO*-P347S Mice (Compared to Delivery of the Control Vector) and in Control-Treated Wild-Type (C57BL/6) Retinas (Compared to Control-Treated *RHO*-P347S)

Table S10. Gene Ontology Enrichment Analysis of the Genes That are Differentially Expressed Both upon miR204 Delivery in *RHO*-P347S Mice (Compared to Delivery of the Control Vector) and in Control-Treated Wild-Type (C57BL/6) Retinas (Compared to Control-Treated *RHO*-P347S)

Document S2. Article plus Supplemental Information

# Supplementary material for: AAV-miR-204 Protects from Retinal Degeneration by Attenuation of Microglia Activation and Photoreceptor Cell Death
**Source:** Mol Ther Nucleic Acids. 2019 Nov 18;19:144–56. doi: 10.1016/j.omtn.2019.11.005
**Supplement:** Document S2. Article plus Supplemental Information

AAV-miR-204 Protects from Retinal Degeneration by Attenuation of Microglia Activation and Photoreceptor Cell Death

Marianthi Karali,^{1,2} Irene Guadagnino,¹ Elena Marrocco,¹ Rossella De Cegli,¹ Annamaria Carissimo,¹ Mariateresa Pizzo,¹ Simona Casarosa,^{3,4} Ivan Conte,¹ Enrico Maria Surace,^{1,5} and Sandro Banfi^{1,2}

¹Telethon Institute of Genetics and Medicine, via Campi Flegrei 34, 80078 Pozzuoli (NA), Italy; ²Department of Precision Medicine, University of Campania 'Luigi Vanvitelli,' via Luigi De Crecchio 7, 80138 Naples (NA), Italy; ³Department CIBIO, University of Trento, via Sommarive 9, 38123 Trento, Italy; ⁴CNR Neuroscience Institute, via G. Moruzzi 1, 56124 Pisa, Italy; ⁵Department of Translational Medicine, 'Federico II' University, via Pansini 5, 80131 Naples, Italy

Inherited retinal diseases (IRDs) represent a frequent cause of genetic blindness. Their high genetic heterogeneity hinders the application of gene-specific therapies to the vast majority of patients. We recently demonstrated that the microRNA miR-204 is essential for retinal function, although the underlying molecular mechanisms remain poorly understood. Here, we investigated the therapeutic potential of miR-204 in IRDs. We subretinally delivered an adeno-associated viral (AAV) vector carrying the miR-204 precursor to two genetically different IRD mouse models. The administration of AAV-miR-204 preserved retinal function in a mouse model for a dominant form of retinitis pigmentosa (*RHO*-P347S). This was associated with a reduction of apoptotic photoreceptor cells and with a better preservation of photoreceptor marker expression. Transcriptome analysis showed that miR-204 shifts expression profiles of transgenic retinas toward those of healthy retinas by the downregulation of microglia activation and photoreceptor cell death. Delivery of miR-204 exerted neuroprotective effects also in a mouse model of Leber congenital amaurosis, due to mutations of the *Aip1* gene. Our study highlights the mutation-independent therapeutic potential of AAV-miR204 in slowing down retinal degeneration in IRDs and unveils the previously unreported role of this miRNA in attenuating microglia activation and photoreceptor cell death.

INTRODUCTION

Inherited retinal diseases (IRDs), including among others, retinitis pigmentosa (RP), Leber congenital amaurosis (LCA), cone and cone-rod dystrophies, and macular dystrophies, are the most important causes of vision impairment in the working-age population (combined incidence of 1:3,500). These conditions display high genetic heterogeneity, with more than 200 causative genes. Degeneration and death of photoreceptor cells (PRs) are the common landmarks of most IRDs, although the underlying molecular and cellular events are still poorly understood. PR death induces a cascade of reactive processes, such as inflammation and microglia activation, that exacerbate disease progression.

The lack of effective treatments for IRDs remains a major challenge in ophthalmology. Proof-of-concept studies and clinical trials have recently focused on gene-specific therapeutic strategies (GSTs),^{1,2} which are successful in loss-of-function conditions.^{3,4} However, the high genetic heterogeneity of IRDs represents a significant limitation in the development and application of GSTs for a significant fraction of patients. For this reason, mutation-independent therapeutic strategies, acting on common pathways underlying IRDs, are gaining interest as valid alternatives and/or complementary approaches to GSTs. It is noteworthy that mutation-independent therapeutic strategies could be applicable also to dominant IRDs, for which there is a high, unmet need for therapy compared to recessive conditions. Moreover, mutation-independent strategies can also be used to improve the outcome of gene-specific procedures.

MicroRNAs (miRNAs) are short noncoding RNAs that control fundamental biological processes by targeting networks of functionally correlated genes.⁵ In humans, deregulation of miRNA expression correlates with a number of pathological conditions, both multifactorial and monogenic.⁶ miRNAs are new targets for therapeutic interventions in a variety of human diseases⁷ and are emerging as molecular tools for mutation-independent therapies.

We previously identified miR-204 and its closely related paralog miR-211 among the subset of miRNAs that are significantly expressed in the eye.^{8,9} miR-204 is highly abundant in the retina (both in the retinal pigment epithelium [RPE] and neural retina)^{8–11} and is also expressed in PRs.¹² We demonstrated that miR-204 is important for proper eye development and function^{10,12,13} and can play a pathogenic role in IRDs in humans.¹² The aim of this work was to assess

Received 2 August 2019; accepted 7 November 2019;
<https://doi.org/10.1016/j.omtn.2019.11.005>.

the potential of miR-204 to protect PRs from damage caused by different genetic mutations. With the use of an adeno-associated viral (AAV) vector-based strategy, we found that miR-204 administration had a protective effect by attenuating PR death and microglia activation in mouse models of IRDs. We conclude that miR-204 modulation represents a promising strategy for the development of effective and innovative mutation-independent therapies for genetically different forms of IRDs.

RESULTS

Pre-miR-204 Delivered to the Retina via AAV Is Properly Processed and Does Not Cause Alterations of Retinal Function

To deliver miR-204 in mouse retinas, we generated recombinant AAV2/8 vectors expressing the precursor sequence of the murine miR-204 (pre-miR-204) under the control of the constitutive cytomegalovirus (CMV) promoter¹⁴ (AAV.CMV.miR204) (Figure 1A). The AAV2/8 serotype is reported to transduce the RPE and PRs efficiently upon subretinal administration in several species, including mice.¹⁵ Vectors expressing either the miR-204 precursor bearing a mutated seed sequence (AAV.CMV.miR204MUT; Figure S1A) or a reporter (EGFP) gene cassette (AAV.CMV.EGFP) were used as controls (Figures 1A and S1A).

To confirm effective processing in the retina, particularly in PRs, we injected subretinally the AAV.CMV.miR204 vector in eyes of wild-type mice ($n = 3$) at postnatal day (PN)30. As controls, the contralateral eyes were injected with the AAV.CMV.EGFP. Three weeks later, we observed proper processing of the exogenously provided miR-204 by quantifying the expression level of the mature form of miR-204 in the photoreceptor layers of the transduced area (collected by laser capture microdissection [LCM]) (Figure 1B).

To assess whether miR-204 delivery induces negative effects on healthy retinas, we administered subretinally the AAV.CMV.miR204 vector (mix containing 1×10^9 genome copies [GCs] of AAV.CMV.miR204 and 1×10^8 GC of AAV.CMV.EGFP per eye) in wild-type mice at PN14 ($n = 8$) and an equal viral load (i.e., 1.1×10^9 GC) of the AAV.CMV.EGFP control in the contralateral eyes (for further details, see [Materials and Methods](#)). We tested PR function by full-field electroretinogram (ERG), which did not show significant differences between miR-204- and contralateral control-injected eyes, 1 month postinjection (Figure 1C). Similarly, immunofluorescence (IF) analysis did not reveal significant changes in retinal structure or in the expression of PR markers (Figure 1D). These data indicate that delivery of miR-204 to healthy retinas does not lead to evident signs of retinal dysfunction.

Subretinal Delivery of AAV-miR204 Preserves Retinal Function and Increases Photoreceptor Survival in the *RHO*-P347S Mouse

To test whether miR-204 exerts beneficial effects on IRDs, we used a model for an autosomal-dominant (AD) IRD, namely, the transgenic *RHO*-P347S mouse, which carries a copy of the human *RHODOPSIN*(*RHO*) gene harboring the proline347-to-serine mutation.¹⁶ An ERG response, albeit severely impaired, can be recorded

in *RHO*-P347S up to 2–3 months of postnatal life.¹⁶ We injected *RHO*-P347S mice at PN4 and compared ERG responses at PN30 between miR204-treated eyes ($n = 21$) and contralateral eyes ($n = 22$) injected with an equal viral load of control vector (i.e., either AAV.CMV.EGFP or AAV.CMV.miR204MUT) (Figures 2A and 2B). We had previously established that the control vectors (i.e., AAV.CMV.EGFP and AAV.CMV.miR204MUT) elicited comparable ERG responses in *RHO*-P347S mice (Figure S1B). Therefore, we hereafter refer to either of them as “control” for simplicity (vector identities are specified in figure legends). Scotopic a- and b-wave amplitudes at PN30 were preserved in miR204-injected eyes versus controls (Figures 2A and 2B). Photopic ERG responses, recorded in the presence of background light, showed consistently higher amplitudes in treated versus control eyes (Figure 2B). The ERG profiles showed preservation of higher amplitudes compared to controls until PN60, i.e., 2 months postinjection ($n = 21$) (Figures 2C and 2D).

We did not observe evident differences in the outer nuclear layer (ONL) thickness of the injected eyes by IF assays (Figure S2). However, consistent with photoreceptor function assessments, the expression of PR markers was better preserved in AAV-miR204-treated *RHO*-P347S eyes compared to controls, both at PN30 (Figure 2E) and PN60 (Figure S3). We also observed an apparent reduction of retinal gliosis (Figures S3 and S4) and a statistically significant decrease in the number of apoptotic cells in the ONL of miR204-treated retinas compared to controls (Figure 2F).

We obtained similar beneficial effects also when we injected subretinally miR-211 (1×10^9 GC AAV.CMV.miR211, 1×10^8 GC AAV.CMV.EGFP per eye), a miR-204 paralog, using the same procedure (Figures 1A and S5).

Taken together, these results indicate that subretinal delivery of AAV-miR-204/211 improves retinal function and slows down degeneration in *RHO*-P347S mice.

AAV-miR-204 Delivery Has a Protective Effect Also at More Advanced Stages of Retinal Degeneration

To assess whether miR-204 exerts a protective effect also when delivered in a fully differentiated retina that already displays more advanced PR degeneration, we injected *RHO*-P347S mice at PN14 and PN24 using the above-described experimental approach. Such time points of intervention better represent patient-relevant disease stages. Following injection at PN14, we recorded improved ERG responses at PN30 ($n = 18$) and PN60 ($n = 13$) in AAV-miR204-treated eyes versus controls (Figure S6A). Specifically, we recorded an increase in the b-wave amplitude at PN30 that persisted until PN60 (Figure S6A). The a-wave amplitude of the AAV-miR204-injected eyes showed a trend of increase both at PN30 and PN60, albeit without statistical significance (Figure S6A). Similar results were obtained also from *RHO*-P347S animals injected at PN24 ($n = 10$) and analyzed at PN60 (Figure S6B). These data indicate that miR-204 exerts a protective effect in the *RHO*-P347S mouse model also when administered at more advanced stages of retinal degeneration.

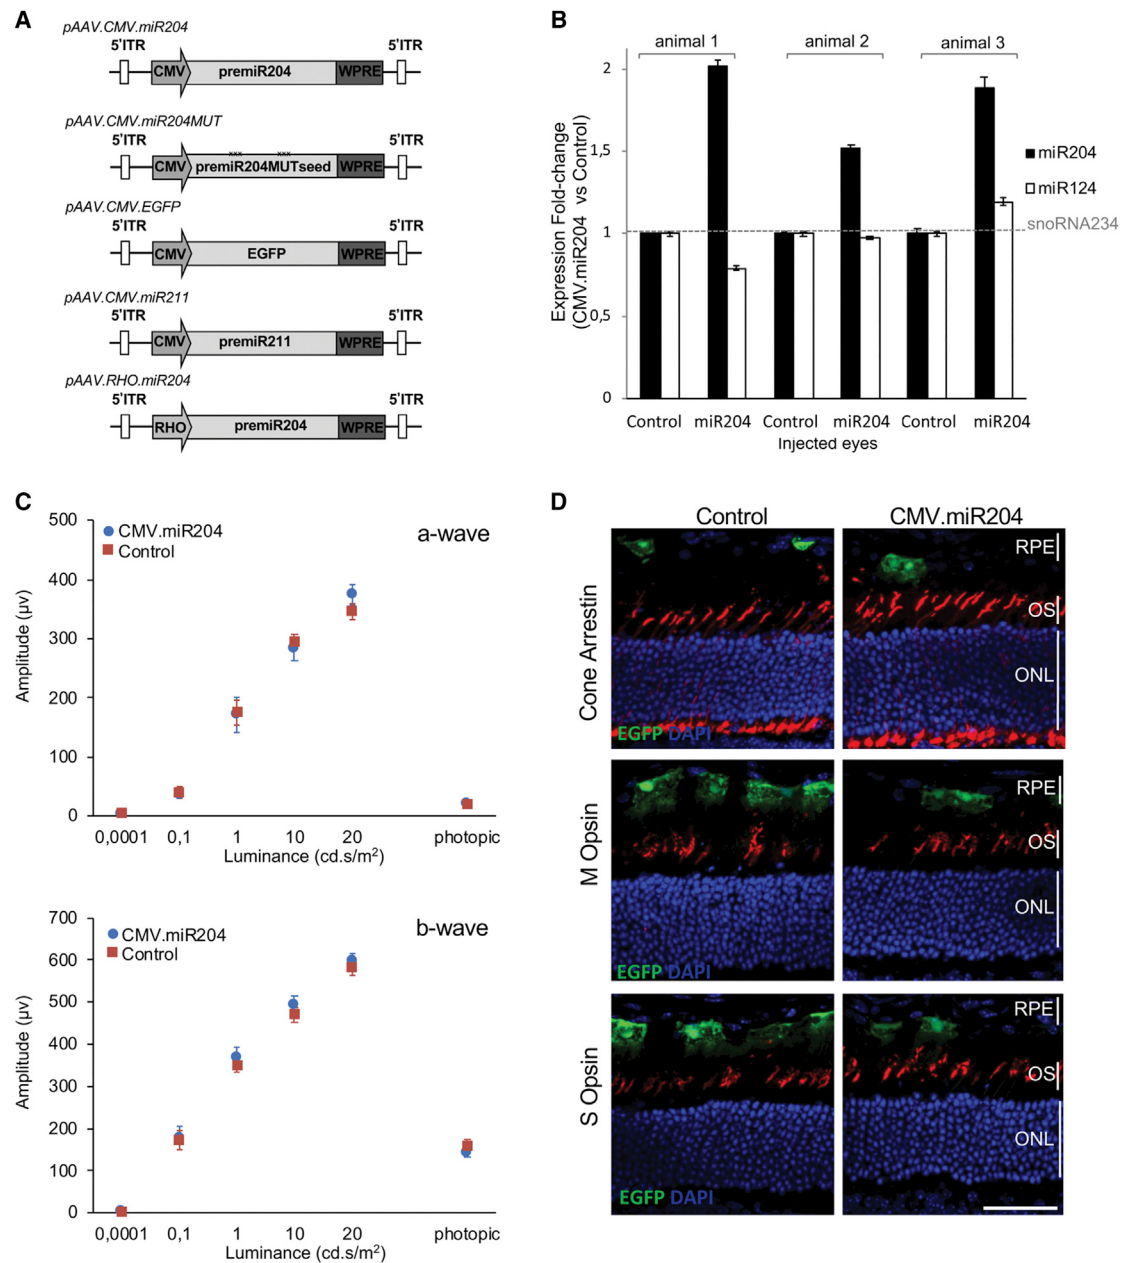

Figure 1. Design of the AAV Vectors, Assessment of Processing, and Effect on Retinal Function of miR-204 Subretinal Injection in Wild-Type Mice

(A) Schematic representation of expression cassettes used for AAV vector production. (B) miRNA expression profile analysis on the LCM-collected photoreceptor layers of three animals injected subretinally with AAV.CMV.miR204 (miR204) and AAV.CMV.EGFP (Control) at PN30 and sacrificed 3 weeks later. Expression levels were determined by TaqMan Real-Time PCR on total RNA and normalized against small nucleolar RNA (snoRNA)234. Levels of miR-124, a retinal-expressed miRNA, were not affected, suggesting that miR-204 administration does not interfere with the global miRNA processing machinery in the retina. Error bars are SEM. (C) ERG responses at PN30 of C57BL/6 mice injected at PN14 with AAV.CMV.miR204 (n = 8) or miR204MUT or AAV.CMV.EGFP (n = 8). No differences were observed. Statistical significance was assessed with an unpaired Student's t test against control vector. (D) Immunolabeling for photoreceptor markers (M Opsin, S Opsin, Cone Arrestin; in red) on retinal sections from wild-type eyes injected with AAV.CMV.miR204. Nuclei were counterstained with DAPI (blue). Control virus distribution (coinjected at a 1:10 ratio with AAV.CMV.miR204) is shown by the EGFP fluorescence (green). Evident differences in retinal structure and expression of PR markers were not observed. ONL, outer nuclear layer; OS, outer segments; RPE, retinal pigment epithelium. Scale bar: 50 μm.

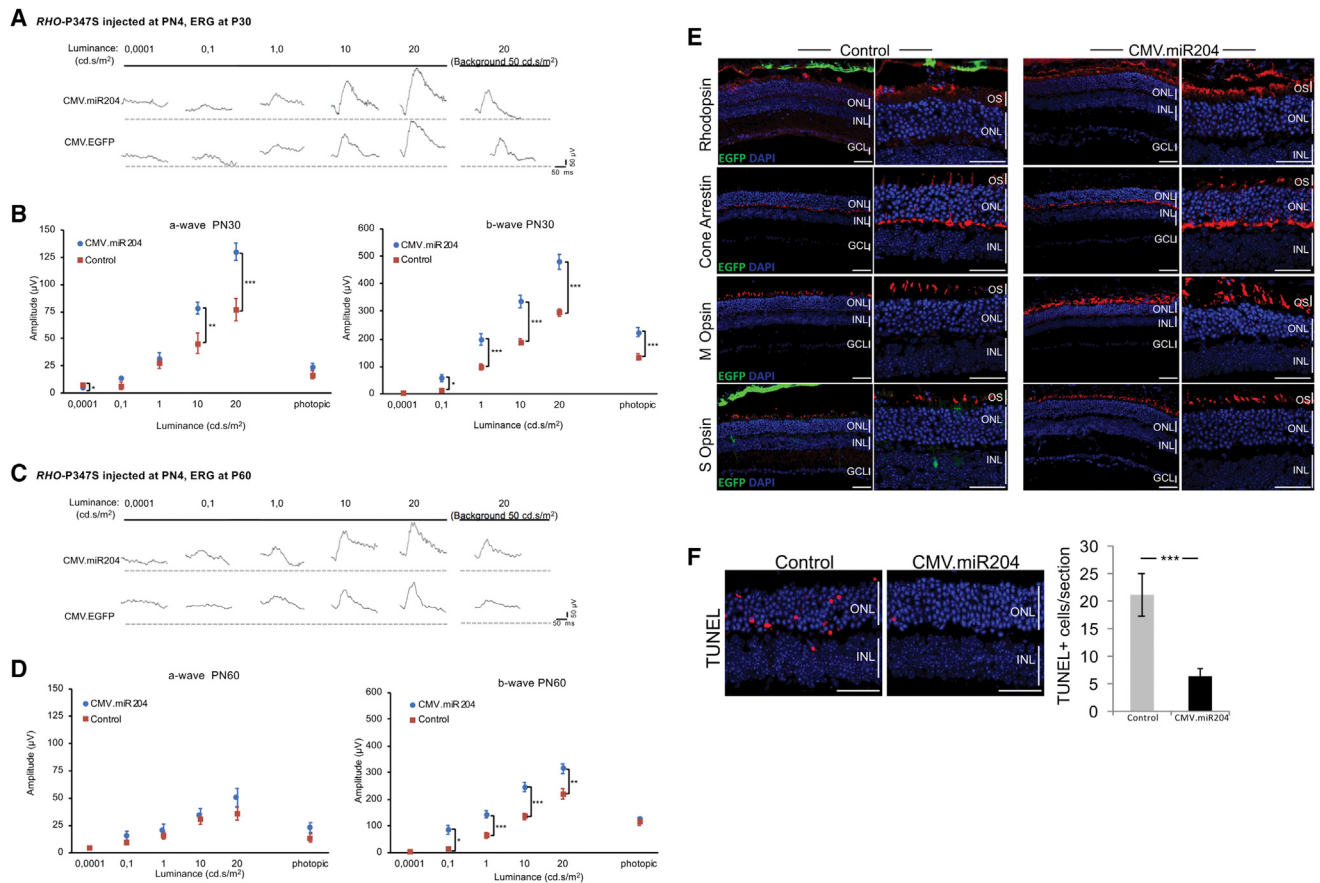

Figure 2. AAV-Mediated Delivery of miR-204 at PN4 Improves ERG Responses and Increases Photoreceptor Survival in *RHO-P347S* Mice

(A and C) ERG traces measured at PN30 (A) and PN60 (C) at increasing luminance (cd.s/m²) from a representative mouse injected with the AAV.CMV.miR204 vector mix (i.e., 1×10^9 GC AAV.CMV.miR204, 1×10^8 GC AAV.CMV.EGFP) in one eye and the control vector mix (either 1.1×10^9 GC AAV.CMV.EGFP or 1×10^9 GC AAV.CMV.miR204MUT, 1×10^8 GC AAV.CMV.EGFP) in the contralateral one. (B and D) ERG responses of *RHO-P347S* mice injected with AAV.CMV.miR204 (n = 21) and the control vectors (i.e., AAV.CMV.EGFP or AAV.CMV.miR204MUT, AAV.CMV.EGFP) (n = 22) at PN4. ERGs were recorded at PN30 (B) and PN60 (D). Subretinal injection of AAV.CMV.miR204 results in an improvement of retinal function, which persists up to at least 2 months. Statistical significance (unpaired Student's t test against control vector) is indicated with asterisks (*p < 0.05, **p < 0.01, ***p < 0.001). As a reference, the mean amplitude values of uninjected wild-type animals at different luminance conditions are given. For the a-wave: 0.0001 cd.s/m², 6.1 mV; 0.1 cd.s/m², 52.8 mV; 1 cd.s/m², 213.4 mV; 10 cd.s/m², 341.3 mV; 20 cd.s/m², 401.1 mV; photopic, 26.4 mV. For the b-wave: 0.0001 cd.s/m², 2.3 mV; 0.1 cd.s/m², 315.8 mV; 1 cd.s/m², 506.3 mV; 10 cd.s/m², 732 mV; 20 cd.s/m², 876.8 mV; photopic, 188.1 mV. (E) Confocal microscope images from immunolabeling for photoreceptor markers (Rhodopsin, Cone Arrestin, M Opsin, S Opsin; in red) and nuclei (DAPI, blue). Control virus delivery is visible by the EGFP fluorescence (green) and is more evident in the RPE of the control (AAV.CMV.EGFP)-treated eyes. For markers with polarized expression, comparisons were made between corresponding dorsal and ventral areas. Eyes injected with the CMV.miR204 vector show a stronger staining for PR markers, compared to the contralateral control-treated eyes. (F) Cell death analysis of TUNEL-stained retinal sections from eyes injected with the CMV.miR204 and the CMV.EGFP control vector. Quantification of TUNEL-positive photoreceptor nuclei per section (right) was performed on PN30 retinal sections. Nuclei were serially sectioned, oriented eyes; n = 5 retinas. Error bars are SEM. Statistical significance (GLM analysis) is indicated with asterisks (***p < 0.001). GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer; OS, outer segments; RPE, retinal pigment epithelium. Scale bars: 50 μm.

Delivery of AAV-miR-204 in the Retina of *RHO-P347S* Counteracts the Activation of Pathways Induced in Retinal Degeneration

To dissect the molecular mechanisms underlying the protective effects of AAV-miR-204 administration to the retina, we carried out a comparative transcriptomic analysis. We injected wild-type (C57BL/6) (n = 3) and *RHO-P347S* (n = 3) mice at PN4 with the AAV.CMV.miR204 vector mix (i.e., 1×10^9 GC/eye AAV.CMV.miR204, 1×10^8 GC/eye AAV.CMV.EGFP) in one eye and the

AAV.CMV.miR204MUT control mix (i.e., 1×10^9 GC/eye AAV.CMV.miR204MUT, 1×10^8 GC/eye AAV.CMV.EGFP) in the contralateral one. Total RNA was isolated from retinas at PN12, a stage with no detectable signs of PR degeneration in *RHO-P347S* mice.

In wild-type mice, 152 genes were differentially expressed (DE) between the two treatments (103 downregulated, 49 upregulated in miR204- versus control-injected eyes; false discovery rate

[FDR] < 0.1; Table S1). The Gene Ontology (GO) terms enriched among the genes downregulated upon miR-204 delivery were related to neutrophil chemotaxis, regulation of immune response, and cell death, among others (Table S2). On the contrary, there was enrichment for terms associated with visual perception among the upregulated genes (Table S2).

In *RHO*-P347S mice, we found 83 DE genes (DEGs; 76 downregulated, 7 upregulated in miR204- versus control-injected eyes; FDR < 0.1; Table S3) and observed enrichment for terms related to innate immune response among the downregulated ones (Table S4). We observed a very similar enrichment also after removing the RNA sequencing (RNA-seq) data from one animal (mouse number 4), which was highlighted for outlier detection in a principal component analysis (data not shown). A total of 420 genes were DE (FDR < 0.1) when comparing the retinal transcriptome from the two pairs of *RHO*-P347S eyes (Table S5). More than 75% of DEGs ($n = 316$) were downregulated (Table S5). In GO enrichment analysis (GOEA), with the restriction of the output to biological processes (BP) terms (GOTERM_BP_FAT), we found the most significant enrichment (enrichment score [ES] > 1.5 and FDR < 0.1) for terms related to immune response, innate immune response, and inflammatory responses, among others (Figure 3A; Table S6). Specifically, more than one-half ($n = 12$) of the top-20 statistically significant enriched BP GO terms were directly related to the parent terms of innate immune and inflammatory response (bold in Figure 3A and Figure S7). Interestingly, also, cell death was among the top-20 enriched BP GO terms (Figure 3A). On the other hand, the 104 upregulated genes (Table S5) were enriched for molecular functions related to the detection of light stimuli and with cellular components related to the photoreceptor outer segment (OS) (Figure 3A; Table S6; ES > 1.5), consistent with the improved ERG responses following AAV-miR-204 administration. Even at this early time point (PN12), *Rho* and S opsin (*Opn1sw*) were among the upregulated genes, in agreement with the preservation of PR morphology and the stronger staining for PR markers observed by IF at PN30 (Figure 2E).

We also compared the expression profiles of control-treated eyes in wild-type (C57BL/6) and dystrophic (*RHO*-P347S) mice. A total of 4,211 genes (2,053 upregulated, 2,158 downregulated) were DE (FDR < 0.1) (Table S7). The DEGs upregulated in the disease model were enriched for BP terms that included innate immune responses, inflammatory processes, and cell death (Table S8; ES > 1.5), suggesting that these pathways are associated with retinal degeneration processes and are induced even at this early preclinical stage in *RHO*-P347S mice. We then determined the overlap between the above-mentioned DEGs ($n = 4,211$) and those obtained upon miR-204 delivery in *RHO*-P347S ($n = 420$) (Table S9; Venn diagram in Figure 3B). Sixty-five genes were upregulated, and 225 were downregulated in both conditions (Table S9). Interestingly, the 65 genes that were upregulated both in wild-type mice (compared to the IRD model) and in the AAV-miR204-treated *RHO*-P347S retinas (compared to the control-injected ones) (Table S9; Figure 3B) were significantly enriched for molecular functions related to visual and

sensory perception of light stimuli (Table S10). On the other hand, genes that showed reduced relative expression in the above comparisons were enriched for terms related to innate immune response and inflammation (Table S10; Figure 3B).

Taken together, these data indicate that AAV-miR-204 delivery in *RHO*-P347S mice shifts transcriptomic profiles toward those of a healthy retina by downregulating pathways that are induced upon degeneration. More specifically, the pathways of innate immunity, inflammation, and cell death are main effectors through which miR-204 confers neuroprotection in IRDs.

AAV-miR-204 Delivery Dampens Microglia Activation *In Vivo*

The enrichment for innate immunity and inflammation-related pathways among the downregulated genes prompted us to test whether miR-204 modulates microglia activation in the retina. We looked at microglia activation in *RHO*-P347S mice (injected at PN4 with the AAV.CMV.miR204 vector) by double immunostaining for anti-ionized calcium-binding adaptor molecule 1 (Iba1) and either CD68 or major histocompatibility complex class II (MHCII) at PN30 (Figure 4A; data not shown). AAV-miR-204 delivery was associated with a robust reduction in microglia reactivity (Figure 4A). This effect was corroborated both by differences in the morphology of retinal microglia that were more ramified, a conformation characteristic of resting microglia, as well as by a reduced immunostaining for typical markers of phagocytic microglia (e.g., CD68). Consistently, we observed fewer bloated, amoeboid monocytes at the proximity of photoreceptor OS (Figure 4A).

To support a possible direct effect of miR-204 on microglia activation, we demonstrated, by luciferase assay, that miR-204 can bind to *Siglec1*, one of the downregulated miR-204-predicted targets (top 120 DEGs; Table S5; Figure 4C). *Siglec1* encodes for sialoadhesin, a membrane receptor of macrophages and activated monocytes, that was previously shown to promote neuroinflammation in neurodegenerative diseases.¹⁷ Notably, *Siglec1* inactivation in mouse models of neuronal ceroid lipofuscinosis significantly reduced neuron loss and the retinal thinning associated with the condition.¹⁷

We therefore hypothesize that the protective effect of miR-204 in IRD models is mediated, at least in part, by its impact on microglial activation and on recruited inflammatory macrophages.

miR-204 Contributes to the Control of Photoreceptor Cell Death

As cell death terms were enriched among the DEGs, we looked among the downregulated genes (following miR-204 administration) for direct targets of miR-204 involved in this process. Luciferase assays showed that miR-204 can bind to the 3' UTR of *Xaf1* (Figure 4C), a miR-204-predicted target among the top-20 DEGs (downregulated) in *RHO*-P347S mice (Table S5). *Xaf1* is a proapoptotic factor that negatively regulates XIAP (X-linked inhibitor of apoptosis) activity, thereby sensitizing cells to death triggers.¹⁸ In models of retinal degeneration, the increase of XIAP levels was previously shown to have a protective role.^{19,20} Therefore, the direct and early modulation

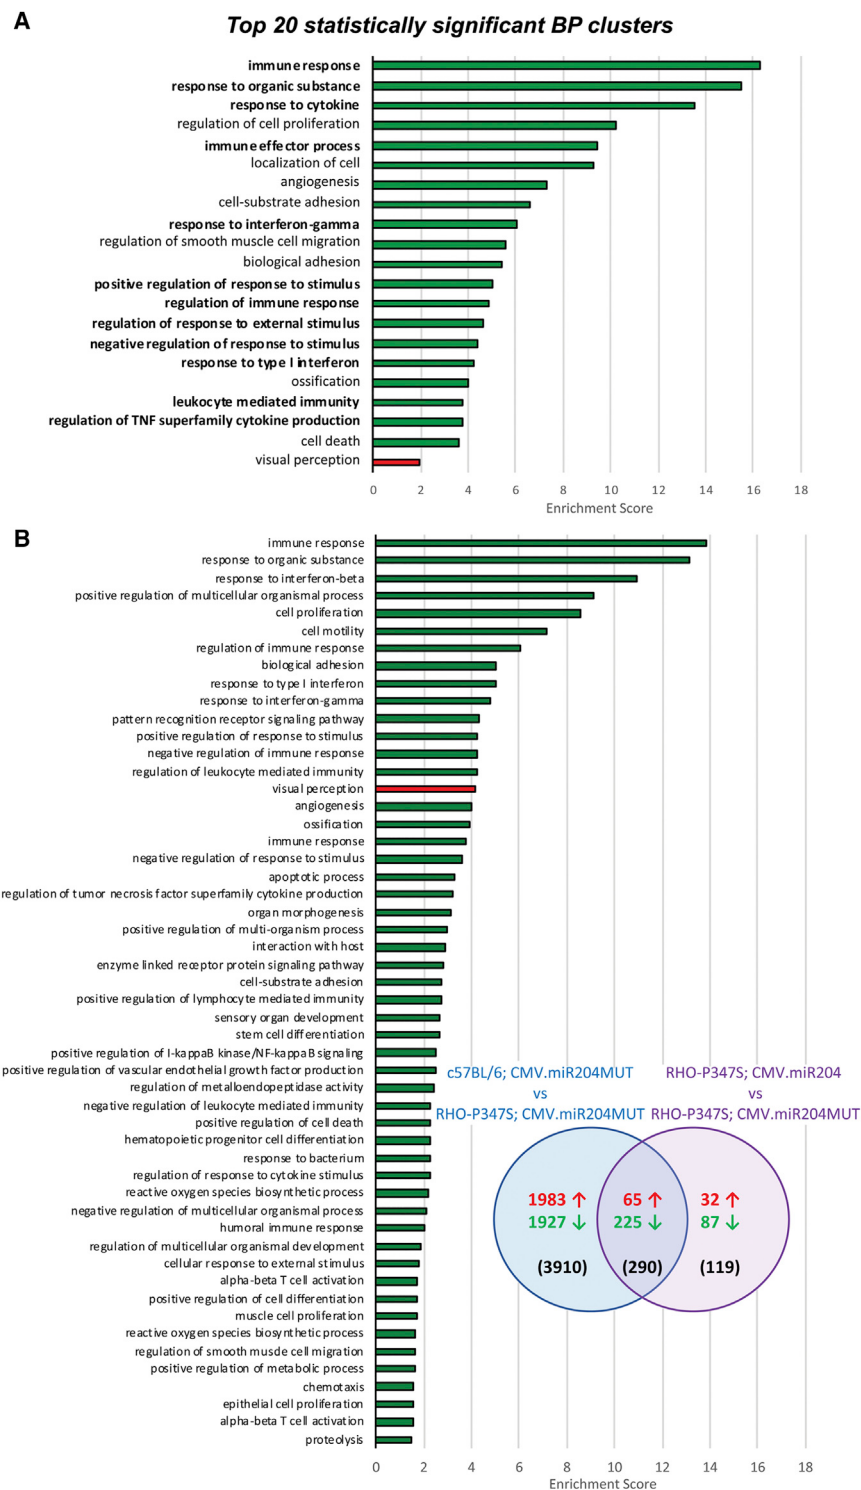

of *Xaf1* levels and its downstream impact on anti-apoptotic processes may also account for the observed neuroprotection, consistent with the reduced TUNEL staining observed in treated *RHO*-P347S retinas (Figures 2F and 5S).

Figure 3. Identification of the Pathways Underlying the miR-204-Protective Effect in *RHO*-P347S Transgenic Mice

(A) Top 20 enriched biological processes (BPs) among the differentially expressed genes in *RHO*-P347S retinas injected with AAV.CMV.miR204. Upregulated genes are significantly enriched for the visual perception BP (red). Downregulated genes are significantly enriched for BPs related to innate immune response, inflammatory response, defense response, and cell death, among others (green). Terms that are directly related to the ancestor terms of “immune system process” (GO: 0002376) and “response to stimulus” (GO: 0050896; ancestor of inflammatory response-related terms) are indicated in bold fonts. Enrichment score values are plotted on the x axis. (B) GOEA of the 290 genes ($n = 225$ downregulated + 65 upregulated) that are common between the 420 DEGs altered upon AAV-miR-204 expression in *RHO*-P347S (i.e., comparison of the *RHO*-P347S eyes injected with the CMV.miR204 versus miR204MUT control vector; purple circle) and the 4,211 DEGs between control-injected wild-type (C57BL/6) and *RHO*-P347S (blue circle) retinas. The 290 DEGs show the same trend of down- or upregulation in the two comparisons (11 DEGs that show opposite correlation between the two comparisons are not included). The number of DEGs that are either specific of each comparison or overlapping is shown in parentheses. In the Venn diagram, the number of upregulated genes is shown in red and that of downregulated genes in green. All significantly enriched BP terms, in which the common DEGs are involved, are shown (green bars for the downregulated DEGs; red bar for the upregulated DEGs). Terms are ranked according to the enrichment score of each cluster.

Photoreceptor-Specific Delivery of miR-204 in *RHO*-P347S Attenuates Loss of Vision

We sought to assess whether a protective effect of miR-204 delivery could also be obtained using a photoreceptor-specific promoter. To this end, we generated an AAV construct (AAV.RHO.miR204; Figure 1A) in which the precursor sequence of miR-204 is under the control of the human *RHO* promoter²¹ that drives transgene expression primarily in rod photoreceptors. A vector (AAV.RHO.EGFP) expressing EGFP under the same promoter was used as control. We injected a group of *RHO*-P347S transgenic mice at PN4 and analyzed retinal function at PN30 ($n = 19$) and PN60 ($n = 11$) by ERG (Figure 5). We obtained an improvement of the b-wave ERG response in the *RHO*.miR204-injected eyes (1×10^9 GC AAV.RHO.miR204 and 1×10^8 GC AAV.RHO.EGFP per eye) compared to the contralateral, *RHO*.EGFP-injected (1.1×10^9 GC) controls at PN30 (Figure 5A). The increase in the b-wave amplitude persisted until PN60 (Figure 5B); albeit ERG responses of treated eyes

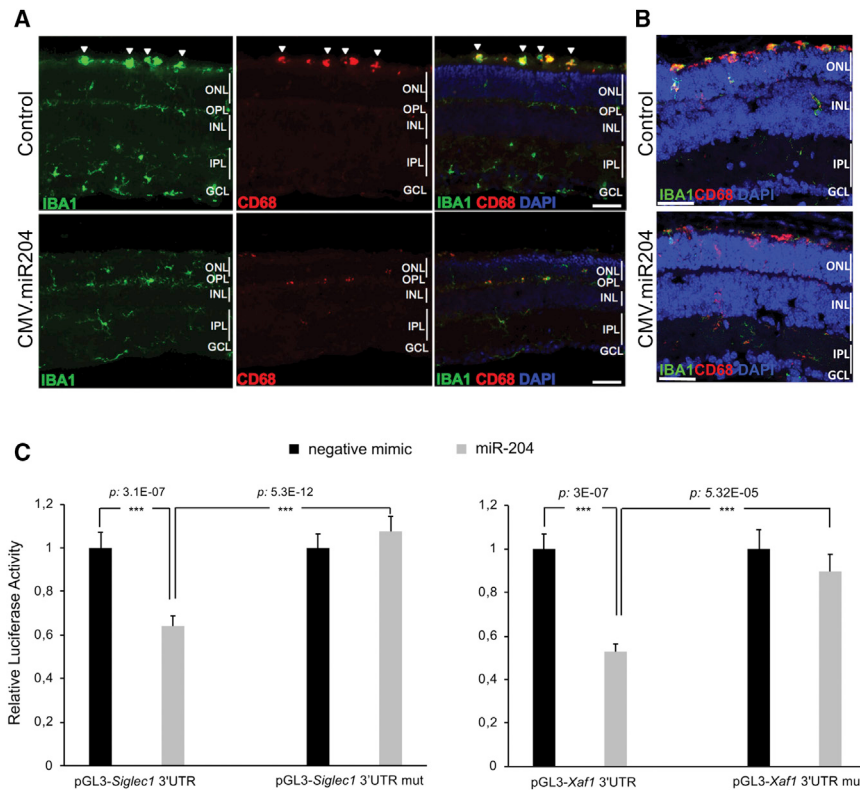

change to the negative mimic-transfected cells. Data are represented as mean $\pm$ SEM. Statistical significance (two-way ANOVA) is indicated with asterisks (***) $p < 0.001$; $n = 6$ observations). GCL, ganglion cell layer; INL, inner nuclear layer; IPL, inner plexiform layer; ONL, outer nuclear layer; OPL, outer plexiform layer. Scale bars: 50 μ m.

decreased from 1 to 2 months. a-wave amplitudes also showed a trend of improvement in miR204-treated eyes but without statistical significance.

Administration of AAV.RHO.miR204 delivery at later stages (PN14) did not lead to a statistically significant improvement of a- and b-wave amplitudes at PN30 ($n = 17$) or at PN60 ($n = 5$) (Figure S8).

We then sought to determine whether the photoreceptor-specific delivery of miR-204 had an impact on PR viability, PR marker expression, and microglia activation, as observed upon CMV-mediated delivery. By IF analysis and TUNEL assay, we did not detect evident differences in the expression of PR markers (i.e., cone arrestin, Rhodopsin, M opsin, S opsin) and in the extent of cell death between RHO.miR204-injected and control eyes (data not shown). Similarly, we did not observe any significant change in microglia activation following RHO.miR204 delivery (by immunostaining with anti-CD68 and anti-Iba1), thus suggesting that the early effect on immune responses observed in CMV.miR204-treated eyes is likely to be due to the direct effect of miR-204 on innate immune effector cells.

Taken together, these results indicate that the photoreceptor-specific delivery of miR-204 leads to a significant functional recovery in the RHO-P347S model, which, however, is lower compared to that

achieved by a more widespread retinal delivery of miR-204 using the CMV promoter.

Administration of AAV-miR-204 Increases Photoreceptor Survival in the *Aipl1*^{-/-} Mouse

To assess whether miR-204 impacts on PR degeneration independently of the causative gene, we tested our approach in *Aipl1* homozygous null mice.²² Mutations in the *AIP1* gene are responsible for a severe form of autosomal recessive IRD (LCA) in humans.²³ In *Aipl1*^{-/-} mice, rod and cone PRs degenerate quickly, leading to a notable reduction of ONL thickness and PR OS²² and a complete absence of ERG responses at 1 month of age.^{22,24} We injected *Aipl1*^{-/-} mice ($n = 11$) at PN4, using the above-described scheme. We did not record any improvement of retinal function among injected eyes at PN30 (i.e., the earliest time point at which we could perform reliable ERG measurements), most likely due to the severity of degeneration in this animal model (data not shown). This notwithstanding, at PN21, we observed a significant increase in the number of preserved PR rows at the ONL and in the density of PR nuclei in miR204-treated eyes compared to controls (Figure 6A). At this stage, almost invariably, only one row of nuclei is present in the ONL of *Aipl1*^{-/-} eyes injected with the control vector (whereas wild-type retinas have approximately ten rows²⁵). We also detected increased staining for rod (Rhodopsin) and cone PR markers in

Figure 4. AAV-Mediated Delivery of miR-204 Reduces Phagocytic Microglia Activation in RHO-P347S and *Aipl1*^{-/-} Mice

(A) Immunofluorescence staining for microglia markers Iba1 (green) and CD68 (red) on PN30 retinal sections of RHO-P347S injected with AAV.CMV.miR204 vector mix (1×10^9 GC AAV.CMV.miR204 and 1×10^8 GC AAV.CMV.EGFP) at PN4. The contralateral eye was injected with the AAV.CMV.EGFP control vector (1.1×10^9 GC). DAPI nuclei counterstaining is shown in blue. Iba1 is a microglia marker, whereas CD68 is a lysosomal marker expressed at high levels in activated/phagocytic microglia. Iba1-positive and CD68-positive, large-bodied amoeboid monocytes at the proximity of the photoreceptor outer segments are marked by arrowheads. (B) Microglia marker expression in *Aipl1*^{-/-} animals injected with the AAV.CMV.miR204 vector mix (1×10^9 GC AAV.CMV.miR204, 1×10^8 GC AAV.CMV.EGFP) at PN4 and analyzed at PN12, which corresponds to the early occurrence of photoreceptor death in this model. Microglia reactivity is more prominent in the subretinal space (at the proximity of the photoreceptor OS) in control (CMV.EGFP)-treated eyes. In the miR-204 injected eyes, phagocytic microglia are mainly found at the ONL. (C) Luciferase assays assessing the direct binding of miR-204 to the 3' UTR of *Siglec1* and *Xaf1*. miR-204 (gray bar) and negative control mimics (black bars) were transfected in HeLa cells together with the luciferase vectors bearing either the wild-type 3' UTR (pTK-LUC-X 3'UTR) or the mutated binding site of the miR-204 seed (pTK-LUC-X 3'UTR mut). Relative luciferase activity is reported as fold

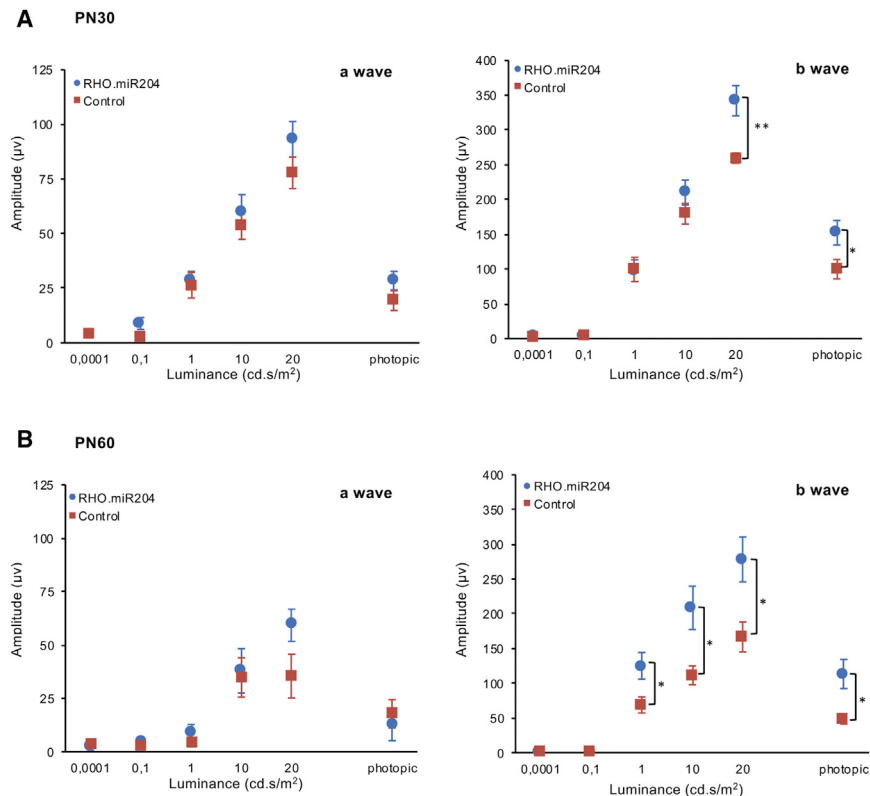

Figure 5. AAV-Mediated Delivery of miR-204 Using a Photoreceptor-Specific Promoter at PN4 Improves ERG Responses

(A and B) ERG responses of *RHO*-P347S mice injected with AAV.*RHO*.miR204 or AAV.*RHO*.EGFP at PN4. Mice were recorded at PN30 (A; n = 19) and PN60 (B; n = 11). Subretinal injection of *RHO*.miR204 results in a statistically significant increase of b-wave amplitudes in miR204-treated eyes compared to control-injected contralateral eyes. Statistical significance (p value), calculated using an unpaired t test against control vector values, is indicated with asterisks (*p < 0.05; **p < 0.01).

miR204-injected eyes (Figure 6B). The structure of cone OS was better preserved in miR204-treated eyes compared to contralateral controls (inset in Figure 6B). Noteworthy, we also observed a reduction of microglia activation in *Aip1l*^{-/-} miR204-treated eyes (Figure 4B), indicating that its modulation by miR-204 is independent of the genetic mutation.

Altogether, these data show that miR-204 exerts a mutation-independent protective effect in IRD models by acting on multiple pathways.

DISCUSSION

This study demonstrates that delivery of miR-204 in the subretinal space attenuates photoreceptor degeneration in two genetically different IRD mouse models. miR-204 exerts its neuroprotective effect by acting on common pathways to which IRDs converge, irrespective of the initial disease-causing mutation.

A single subretinal injection of an AAV vector expressing miR-204 preserves PR marker expression and viability, ultimately recovering visual function in *RHO*-P347S mice (Figure 2). The improved ERG responses are mainly attributable to a better preserved PR function and to an attenuation of the degeneration, even though the reduction of PR demise did not elicit a visible increase in ONL thickness at the analyzed stages (Figure S2). The severity and fast progression of degeneration of the models employed in this study (*RHO*-P347S and *Aip1l*^{-/-}) are appropriate to demonstrate effects of novel treat-

ments but are not ideal for long-term assessments of the effect of miR-204 delivery on the ONL morphology. Alternative animal models (even from other organisms) that allow extended follow-up periods (i.e., with a slower progression of degeneration, ideally combined with a larger lifespan) will be necessary to address fully the discrepancy between the preservation of visual function and the apparent lack of morphological protection observed after miR-204 delivery.

Protective effects were also obtained by interventions at later time points (i.e., at PN14 or PN24), when fully differentiated retinas exhibit signs of PR degeneration (Figure S6). These injections resulted in a reduced improvement of visual function, as a higher number of photoreceptors are irreversibly damaged or lost by then. Nevertheless, the functional recovery by injections after disease onset is relevant, as it supports the clinical potential of the approach at patient-relevant stages of disease progression.

Our results indicate that miR-204 delivery to IRD mouse models acts on multiple correlated processes associated with innate immunity, inflammatory responses, and cell death. We believe that miR-204 has a primary effect on these pathways, because they were significantly modulated already before the onset of degeneration and were also impacted in wild-type retinas. The latter observation may be, in part, due to the effects of miR-204 in alleviating damage associated with subretinal injection. Based on the gathered experimental evidence, we propose that miR-204 exerts its neuroprotective effect in IRDs through at least two mechanisms.

First, miR-204 slows down degeneration by acting directly on PR death. In addition to the functional (Figures 2A and 2D) and histological evidence (Figures 2E and S3), this mechanism is corroborated by the reduced TUNEL staining in retinas of miR204-treated *RHO*-P347S mice (Figure 2F). We also demonstrated that miR-204 can bind the 3' UTR of *Xaf1* (Figure 4C). *Xaf1* is a proapoptotic protein that promotes cell death by negatively regulating XIAP,¹⁸ a potent inhibitor of apoptosis.²⁶ It is therefore plausible that miR-204 protects

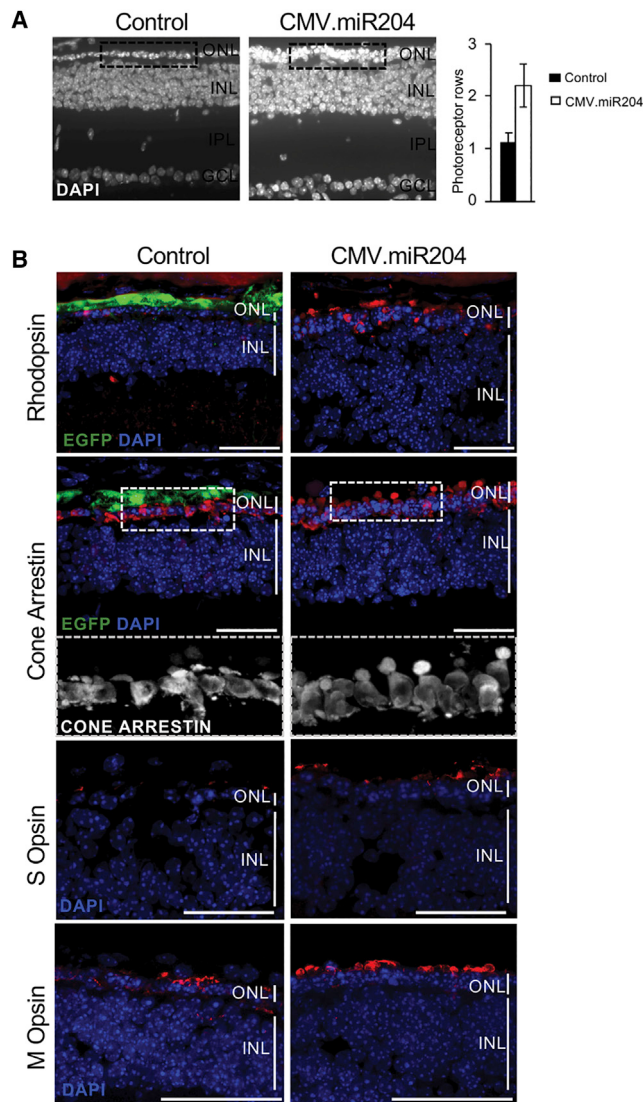

Figure 6. AAV-Delivered miR-204 at PN4 Increases Photoreceptor Survival in the *Aip1*^{-/-} Mouse

(A) Nuclei staining (DAPI) of *Aip1*^{-/-} retinal sections at PN21 following subretinal delivery of miR-204 at PN4. Almost invariably, only one row of nuclei is present in the ONL of *Aip1*^{-/-} eyes injected with the control CMV.EGFP vector (left dashed box inset). There is an increase in the number of rows and density of nuclei at the ONL of the contralateral eye injected with the AAV.CMV.miR204 vector mix (right dashed box inset). The other retinal layers (INL, IPL, and GCL) appear to be unaffected. Plot shows the average number of photoreceptor nuclei rows in miR204-treated eyes compared to contralateral eyes injected with the control vector ($n = 11$; error bars are SEM; $p = 0.06$). (B) Confocal microscopy images of immunolabeling for rod (Rhodopsin; in red) and cone photoreceptor markers (Cone Arrestin, M Opsin, S Opsin; in red) on retinal sections at PN21. Control virus distribution is shown by the EGFP fluorescence (green). DAPI nuclei counterstaining is shown in blue. An increased staining for photoreceptor markers is observed at the ONL of eyes injected with the AAV.CMV.miR204 vector mix compared to contralateral control (CMV.EGFP)-treated eyes. Dashed box insets: close-up of the staining for cone arrestin in the framed area. Viral doses were the following: 1×10^9 GC AAV.CMV.miR204/ 1×10^9 GC AAV.CMV.EGFP per eye and 1.1×10^9 GC

PRs from cell death, in part, by downregulating *Xaf1* expression. Given that XIAP also limits inflammasome activation,²⁷ it is reasonable to propose that downregulation of *Xaf1* enhances the XIAP-mediated inhibition of inflammatory responses. In support of the beneficial role of XIAP, its overexpression in the retina conferred protection in models of degeneration^{19,20} and enhanced survival of transplanted photoreceptors in degenerating retinas.²⁸

Second, miR-204 attenuates disease progression by dampening microglia activation in response to PR dysfunction and death (Figures 3 and 4). Administration of miR-204 in *RHO*-P347S mice strongly inhibits the cascade of innate immune responses and inflammation mounted at the onset of degeneration (Figure 3A). It is noteworthy that downregulation of the above-mentioned biological pathways occurs already at PN12, an early, “preclinical” stage of degeneration in *RHO*-P347S mice. Microglia reactivity is induced by the innate immune system in response to PR death and contributes primarily to the clearance of dysfunctional and dying photoreceptors. However, as shown in other neurodegenerative contexts,²⁹ prolonged or excessive microglial activation instigates inflammatory responses and exacerbates degeneration by the constant secretion of proinflammatory compounds and by the phagocytosis of nonapoptotic, living PRs.^{30,31} In agreement with their neurotoxic potential, several studies reported that modulation of microglia activation and innate immune response holds promise for the treatment of retinal degeneration.³² Approaches to limit microglia over-reactivity should not, however, interfere with the homeostatic function of retinal immune effectors. Based on our results, we propose that miR-204 acts as a modulator of innate immune responses and of proinflammatory pathways that exacerbate disease progression. As miRNAs fine tune functionally correlated pathways,⁵ the sustained retinal transduction provided by AAV-miR-204 delivery may represent an alternative to more transient and drastic pharmacological approaches in suppressing microglia reactivity without compromising tissue homeostasis.

The data obtained with the use of the *RHO* promoter demonstrate that the neuroprotective effect of miR-204 in IRD models is exerted, at least in part, through a PR-autonomous mechanism. The administration of miR-204 under a ubiquitous promoter had a stronger effect, presumably through the pleiotropic action of this miRNA on multiple cell targets (e.g., RPE, photoreceptors, microglia). Therefore, the dampening of microglial reactivity observed upon AAV.CMV.miR204 delivery is most likely due to a direct role of this miRNA on microglia activation rather than secondary to events occurring in PRs (e.g., a reduced recruitment of microglia due to a decrease in “eat me” signals produced by PRs). In view of translational applications in additional (pre)clinical models, the risk-benefit balance between a cell-targeted approach and the use of a ubiquitous promoter would need to be carefully assessed.

AAV.CMV.EGFP per eye). GCL, ganglion cell layer; INL, inner nuclear layer; IPL, inner plexiform layer; ONL, outer nuclear layer. Scale bars: 50 μ m.

The described delivery route (i.e., subretinal injection), vehicle (i.e., AAV vectors), and disease stage at intervention (i.e., PN24, advanced postnatal stages) are compatible with the development of a clinical protocol for human translational purposes (e.g., subretinal delivery in patients).³³ Further enhancements could derive by the testing of different miR-204 molecules (e.g., miRNA mimics) and conditions (e.g., higher vector dose, inoculations in multiple injection spots) and their combinations in preclinical models of IRDs. With the consideration of the effect of miR-204 on multiple disease mechanisms common to genetically different IRDs, this miRNA can represent a mutation-independent therapeutic agent that dampens disease-amplifying processes, thus also supporting gene-specific replacement approaches. This is particularly relevant for dominant conditions that cannot be treated by gene replacement due to the gain-of-function/dominant-negative effects of the mutated allele. Multifactorial forms of retinopathies with an established innate immunity etiology (such as age-related macular degeneration [AMD] or diabetic retinopathy) may also benefit from the proposed strategy. Future research should experimentally address this perspective.

MATERIALS AND METHODS

Plasmid Construction

Recombinant AAV vectors containing the murine precursor sequence of miR-204 (or miR-211) under the CMV promoter were constructed by a two-step cloning protocol. Initially, the cassette containing the precursor of miR-204 (or miR-211) was amplified from mouse genomic DNA using the following set of oligonucleotides: 5'-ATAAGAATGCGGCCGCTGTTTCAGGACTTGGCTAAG-3' and 5'-CGCGGATCCAACATGGGGTTGTTAATCTG-3' for miR-204; 5'-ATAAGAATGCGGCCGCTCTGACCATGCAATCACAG-3' and 5'-CGCGGATCCAATGGATCAGGGTGGCATC-3' for miR-211. The obtained amplimers were subcloned in the TOPO TA Cloning Vector (Invitrogen) and released following digestion with Not I and BamH I. The fragment was then cloned into the Not I–BamH I sites of the pAAV2.1-CMV-EGFP plasmid¹⁵ and used for the production of AAV2/8 vectors.

The control vector bearing the precursor of miR-204 with a mutated seed sequence was generated by purine-pyrimidine changes in both arms of the precursor to maintain the same complementarity and hairpin structure (Figure S1A). This was achieved with two sequential steps of site-directed mutagenesis using primer extension. The first reaction introduced the modified seed sequence of the mature miRNA (5'-GGAAAGGG-3' instead of 5'-TTCCCTTT-3' at chr19: 22,750,610–22,750,617) and the second introduced a sequence complementary to the newly mutated seed at the 3p arm of the precursor hairpin (5'-CCCTTTCA-3' instead of 5'-AAAGG GAC-3' at chr19: 22,750,660–22,750,667) (Figure S1A). The internal primer pairs containing the desired mutation and complementary ends were 5'-CGTGGACGGAAAGGGGTCATCCTATGC CTG-3', 5'-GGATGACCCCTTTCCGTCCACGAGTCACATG-3' and 5'-GGAAGGCCCTTTCAGTTCAATTGTCATCAC-3', 5'-ATTGAAGTGAAGGGGCTTCCCAGCCTCC-3'. The external flanking primers, used in combination with the internal mutagenic

primers, were the ones described above for the amplification of the miR-204 precursor.

The vector bearing the precursor miR-204 under the control of a photoreceptor-specific promoter (pAAV.RHO.miR204) was generated by exchanging the CMV promoter of pAAV.CMV.miR204 with the human *RHO* promoter sequence.²¹ Briefly, the sequence corresponding to the human *RHO* promoter was released from the pAAV2.1-*RHO*-EGFP plasmid¹⁵ by restriction with Nhe I and Not I and was cloned in the pAAV.CMV.miR204 backbone, previously digested with the same enzymes.

AAV Virus Production

Recombinant AAV2/8 viruses were produced by the TIGEM Vector Core as reported.³⁴ Physical titers (GCs per milliliter [GC/mL]) of each viral preparation were determined by TaqMan PCR quantification.

Animal Models and Procedures

For subretinal injections in the *RHO*-P347S background, pups were obtained by crossing the *RHO*-P347S transgenic¹⁶ with C57BL/6 mice. For injections in the *Aipl1*^{−/−} background, pups were obtained by crosses between homozygous *Aipl1*^{−/−} mice.²² The C57BL/6 strain was used as a wild-type control line.

Studies were conducted in accordance with the institutional guidelines for animal research and approved by the Italian Ministry of Health (D.L. 116/92 art. 7; protocol number: 650/2018-PR). Mice were maintained under specific pathogen-free (SPF)-like conditions at the TIGEM Animal Facility. Surgical procedures were performed under anesthesia, and all efforts were made to minimize suffering. Viral vectors were delivered subretinally in the dorsal retinal areas via a trans-scleral transchoroidal approach.³⁵ Eyes were injected with 1 μ L of an AAV vector/vector mix (specified in each figure) containing a total of 1.1×10^9 viral GCs.

Electroretinography

Electrophysiological recordings were performed as previously described.³⁶ Mice were dark adapted for 3 h and accommodated in a stereotaxic apparatus under dim red light. Pupils were dilated with a drop of 1% tropicamide (Alcon Laboratories, Fort Worth, TX, USA), and the body temperature was maintained at 37.5°C. ERGs were evoked by 10-ms flashes of different light intensities ranging from 10^{-4} to 20 $\text{cd} \cdot \text{s/m}^2$, generated through a Ganzfeld stimulator (CSO, Florence, Italy). To minimize the noise, three different responses evoked by light were averaged for each luminance step (the time interval between light stimuli was 4–5 min). Electrophysiological signals were recorded with gold-plated electrodes inserted under the lower eyelids in contact with the cornea. Electrodes in each eye were referred to a needle electrode inserted subcutaneously at the level of the corresponding frontal region. The different electrodes were connected to a two-channel amplifier. Amplitudes of a- and b-waves were plotted as a function of increasing light intensities. After completion of responses obtained in dark-adapted conditions

(scotopic), the recording session proceeded to dissect the cone pathway mediating the light response (photopic). To this end, ERG responses to light of 20 cd·s/m² were recorded in the presence of a continuous background light (set at 50 cd·s/m²). For each group, the mean a- and b-wave amplitude was plotted as a function of luminance (transfer curve) under scotopic and photopic conditions.

Immunostaining

Immunostaining for retinal and microglial markers was performed as reported.³⁷ Frozen retinal sections were washed once with PBS and then fixed for 10 min in 4% paraformaldehyde (PFA). Sections were then permeabilized either for 15 min in PBS containing 1% IGEPAL® CA-630 (Sigma-Aldrich, St. Louis, MO, USA; for anti-Rhodopsin, anti-cone arrestin, anti-glutamine synthetase) or in citrate buffer (for the anti-M and -S opsin). Blocking solution containing 10% normal goat serum (Sigma-Aldrich, St. Louis, MO, USA) was applied for 1 h. Primary antibodies were incubated overnight at 4°C. Secondary antibodies (Alexa Fluor 594, anti-rabbit or anti-mouse, 1:1,000; Molecular 20 Probes, Invitrogen, Carlsbad, CA, USA) were applied for 1 h. Permeabilization and blocking of sections for anti-Iba1, anti-CD68, anti-MHCII, and anti-gliar fibrillary acidic protein (GFAP) staining were performed for 1 h in 0.3% Triton/4% normal goat serum. Antibodies were then incubated overnight at 4°C in 0.1% Triton/2% normal goat serum (for dilutions and providers, see below). DAPI (Vectashield; Vector Labs, Peterborough, UK) was used for nuclei counterstaining. Sections were photographed using Zeiss (LSM 710) confocal microscopy or a Zeiss AxioCam (Carl Zeiss, Oberkochen, Germany). Panoramic images of entire retinal sections were acquired as orthogonal projections at the Zeiss Axio Scan.Z1.

The primary antibodies used were anti-human cone arrestin (hCAR; 1:10,000; AB15282; Millipore, Burlington, MA, USA), anti-Opn1mw (anti-M opsin; 1:200; AB5405; Millipore, Burlington, MA, USA), anti-Opn1sw (anti-S opsin; 1:200; AB5407; Millipore, Burlington, MA, USA), anti-Rhodopsin (1:5,000; Abcam, Cambridge, UK), anti-GFAP (1:400; Z0334; Dako Agilent, Santa Clara, CA, USA), anti-glutamine synthetase (anti-GS; 1:500; MAB302; Millipore, Burlington, MA, USA), anti-Iba1 (1:300; 019-19741; Fujifilm Wako Pure Chemical, Osaka, Japan), anti-MHCII (1:200; MCA46GA; Bio-Rad, Hercules, CA, USA), and anti-CD68 (1:500; MCA1957T; Bio-Rad, Hercules, CA, USA).

Histological Analysis

Enucleated eyeballs were fixed overnight by immersion in 4% PFA. Prior to enucleation, cautery of the sclerae was used to orient the eyes, with respect to the injection site, at inclusion. Eyes were infiltrated with 30% sucrose for cryopreservation and embedded in tissue-freezing medium (O.C.T Matrix; Kaltek, Padua, Italy) in pairs (i.e., left and right eye) to facilitate comparative analysis. For each eye, 10 µm-thick serial sections were cut along the horizontal plane. Sections were progressively distributed on 10 slides (each slide contained sections representative of the whole eye at different levels) and stained with DAPI for nuclei visualization (Vectashield; Vector Labs, Peterborough, UK).

Cell Death Assay (TUNEL)

Apoptotic nuclei in frozen retinal sections were detected by the TUNEL kit, according to the manufacturer's instructions (*In Situ* Cell Death Detection Kit, TMR red; Roche-Merck KGaA, Darmstadt, Germany).

RNA Extraction, Library Preparation, Deep Sequencing, and Computational Analysis

Total RNA was extracted from mouse retinas using the miRNeasy kit (QIAGEN, Hilden, Germany). RNA-seq library preparation and sequencing were performed as previously described.³⁸ The RNA-seq data are deposited in NCBI's Gene Expression Omnibus (GEO: GSE121785). Data analysis was performed as reported.³⁸ The threshold for statistical significance was FDR <0.1.

GOEA

GOEA³⁹ was performed on the list of upregulated and downregulated genes, separately. The Database for Annotation, Visualization and Integrated Discovery (DAVID) online tool (v. 6.7) was used by restricting the output to BP (BP_FAT) and Cellular Component (CC_FAT) terms, with a significance threshold of FDR <10% and ES >1.5. Redundant terms and commonly encountered categories were eliminated. The visualization of GO-term interconnections was performed using GOView (<http://www.webgestalt.org/GOView/>).

Target Prediction and Luciferase Assays

Sequence-based miRNA target-prediction databases (e.g., microT-CDS,⁴⁰ http://diana.imis.athena-innovation.gr/DianaTools/index.php?r=microT_CDS/index; TargetScan,⁴¹ <http://www.targetscan.org/>) and coexpression-based tools for systematic miRNA target recognition (e.g., Co-expression Meta-analysis of miRNA Targets [CoMeTa];⁴² <http://cometa.tigem.it/>) were used to annotate miR-204-predicted targets.

Luciferase assays were performed as described.⁹ To test the direct regulation of the 3' UTR of target genes by miR-204, the 3' UTR-bearing vector was cotransfected with a synthetic miR-204 mimic (Dharmacon, Lafayette, CO, USA). Appropriate control vectors, in which the sequence of the candidate miRNA binding site at the 3' UTR (i.e., predicted to be recognized by the miR-204 seed region) was mutagenized to abolish binding, were used in parallel.

Statistical Analysis

For ERG experiments, unpaired Student's t test was performed against control-treated eyes. For experiments, a one-way ANOVA, followed by Tukey *post hoc* procedures, was used for comparisons. For luciferase experiments, a two-way ANOVA and Tukey *post hoc* procedures were used to compare groups. For discrete data, the likelihood ratio test for general linear model (GLM) was performed. All values are expressed as means ± SEM.

LCM

Frozen retinal sections on polyethylene naphthalate (PEN)-membrane slices were microdissected using a Laser MicroDissection

(LMD) 6500 microscope. Slices were fixed in cold 75% ethanol (EtOH) in diethyl pyrocarbonate (DEPC)-treated water (2 min), washed twice in DEPC-treated water (30 s), and stained in Meyer's hematoxylin (7 μ M; 1 min). Following hematoxylin staining of nuclei, the slices were washed twice in DEPC water (30 s), dehydrated in a series of EtOH concentrations (i.e., EtOH 70%, EtOH 80%, EtOH 90%, twice EtOH 100%; 30 s in each), and dried on air (15 min). The laser parameters used for the microdissection were the following: Power 60, Aperture 7, Speed 7, Specimen Balance 46, and Offset 25. The pencil function was used to border the photoreceptor layers. Microdissected layers from each eye were pooled, and RNA was extracted, as described above.

miRNA Expression Analysis

qRT-PCR-based detection of mature miR-204, miR-124, and small nucleolar RNA 234 (sno234) was performed using the TaqMan miRNA assays (Applied Biosystems, Foster City, CA, USA). All reactions were performed in triplicate. The qRT-PCR results, recorded as threshold cycle numbers (Ct), were normalized to the sno234 reference, and the relative fold change of expression was calculated using the $2^{-\Delta\Delta C_t}$ method.

SUPPLEMENTAL INFORMATION

Supplemental Information can be found online at <https://doi.org/10.1016/j.omtn.2019.11.005>.

AUTHOR CONTRIBUTIONS

M.K., E.M.S., and S.B. conceived the study, designed the experiments, analyzed the data, and wrote the manuscript. M.K., I.G., E.M., M.P., I.C., and E.M.S. carried out experimental work. R.D.C. and A.C. analyzed transcriptomic data. E.M. and E.M.S. performed subretinal injection and visual tests in mice. S.C. provided critical expertise for studies in the mouse. S.B. and E.M.S. provided funding for this study. All authors discussed the results and had the opportunity to comment on the manuscript.

CONFLICTS OF INTEREST

The authors declare no competing interests.

ACKNOWLEDGMENTS

The authors are grateful to Edoardo Nusco (TIGEM Animal Facility), Manuela Dionisi (TIGEM Next Generation Sequencing Facility), and Margherita Mutarelli (TIGEM Bioinformatics Core) for technical assistance. We would like to thank Alberto Auricchio and Brunella Franco for critical reading of the manuscript and Cathal Wilson for advice. This work was supported by the Foundation Fighting Blindness (TA-NMT-0616-0701-TIGM to S.B.), Fondazione Telethon (TGM16YGM02 to S.B.), and European Research Council (311682 "AlleleChoker" to E.M.S.).

REFERENCES

How the deposited data were processed for this re-analysis (not part of the article)

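The data are 12 RNA-seq libraries of mouse retina at PN12, after injection at PN4 with the miR204 vector in the left eye and the control vector in the right eye of 3 wild-type and 3 RHO-P347S mice. The authors' files give RSEM (version 1.2.19) expected counts per Ensembl gene, not normalized, with the mm9 mouse genome named in the labels. The aligner and the release of the gene annotation are not given in the sources used here. The totals per library ranged from 10108440 to 16321544 counts. Of 38922 genes in the files, 37606 were matched by identifier to the GENCODE annotation of GRCm38, 31 took their name from the supplementary tables of the paper and 1285 had no name. Positions, 3′ UTRs and the precursor sequence are from GRCm38.

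Counts were rounded to whole numbers, and edgeR 4.0.16 (with limma 3.58.1 and statmod 1.5.0 in R 4.3.3) was used with filterByExpr at its defaults, TMM normalization, estimateDisp and the robust quasi-likelihood F test. A gene was called at a Benjamini-Hochberg adjusted p under 0.1. The comparisons were miR204-injected against control-injected eyes in wild-type mice, in RHO-P347S mice 2 and 5 and in all 3 RHO-P347S mice; RHO-P347S against wild-type in control-injected eyes, with and without mouse 4, and in miR204-injected eyes without mouse 4; and the interaction of vector and genotype over all 12 libraries. Comparisons of vectors had the animal as a block. The pairing comes from the design, in which both eyes of a mouse were injected, and the replicate numbers of the genotypes pair nothing. The common dispersion was 0.0176 in wild-type mice with 2 residual degrees of freedom, 0.00221 in RHO-P347S mice 2 and 5 with 1, and 0.00449 in the comparison of genotypes in control-injected eyes with 3. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Levels in CPM use TMM factors over all 12 libraries.

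Lists of 31 gene groups (cell types of the eye, immune and stress pathways, death and survival genes) were fixed before the data were examined, after the paper and its tables had been read, as were the comparisons, the threshold, the alternatives and the rule for naming genes. By this rule the text names the genes that the paper names, the 10 with the largest fold change in each direction among those called, changed the same way in every pair and with a mean count of at least 50, and up to 4 genes per list with the smallest p and a mean count of at least 20. Where fewer than 10 genes passed in a direction, the 5 with the smallest p could be named as not passing. Predicted genes and pseudogenes were counted but not named among the largest changes between genotypes. Genes named for another reason (Gm13394 and other copies, Ddx3y, Xist, Gnat1, Rdh5) were chosen after their values were seen. Lists were tested with camera at a preset correlation between genes of 0.01, with an estimated correlation and with fry, and members were counted at an adjusted p over all genes and over the list alone. With the preset correlation, 18 lists passed in wild-type mice, 20 in RHO-P347S mice 2 and 5 and 15 between genotypes in control-injected eyes.

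Alternatives were DESeq2 size factors, edgeR's likelihood ratio test, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, a test that is not robust, protein-coding genes only, an adjusted p under 0.05, the block with a correction for GC content, no block, and each library or pair left out in turn. A fit of RHO-P347S mouse 4 with the wild-type pairs and lists with an estimated correlation but no block were added later. Tables of the study were compared with these fits in direction, calls and the fold changes of named genes. The fits were tested on simulated data with the same libraries: a 2-fold change was called for 73.1% of the changed genes in wild-type mice, 85.1% in RHO-P347S mice 2 and 5, 86.6% in all 3 RHO-P347S mice, 88.1% between genotypes and 61.2% in the interaction. Of the calls in these simulations, 28 of 168, 26 of 198, 17 of 186, 25 of 191 and 13 of 130 were false. The simulations drew each gene independently, without the differences between libraries that many genes share. In wild-type mice they called 100% of 4-fold changes, while Edn2, at a log2 fold change of -3.82, did not pass in the real fit. The shares called need not hold for the real libraries, and few calls there do not show that 2-fold changes were absent. The 3′ UTRs of genes were searched for matches to the miR-204 seed, with other sequences of 7 bases of the same composition as controls. A search for near-identical copies compared transcripts by stretches of 31 bases. Other scripts used Python 3.11.15. Small RNAs, protein and histology were not analysed here.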

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

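All tests in this part were chosen after the results were seen. A library far from the rest of its group of 6 was looked for in 68 groups, 2 of which gave one, and chance gives about 1 in 20.

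Type I interferon genes were far above the wild-type level in RHO-P347S mice 2 and 5 and at the wild-type level in mouse 4. The tables argue against a mouse of the wild-type group labelled as RHO-P347S, since Rho stood at 949.6 CPM in the control-injected eye of mouse 4, near mice 2 and 5 and far below wild-type. The cause of the low Rho counts was not tested, so they cannot show whether mouse 4 carried the transgene. The tables also argue against a milder loss of rod genes in its miR204-injected eye, where the other rod genes had a median log2 ratio to wild-type control-injected eyes of -0.33, against -0.25 in those of mice 2 and 5. In its control-injected eye a milder loss remains a candidate explanation, with -0.20 against -0.41, but it leaves the other eye out. Sex cannot be told apart from the animal, because mouse 4, with Ddx3y at 90.5 CPM, was the single male of its genotype.

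The genes with the largest fold changes between genotypes included copies of housekeeping genes and interferon genes, and Rho was lower by a log2 fold change of -3.75. Gm13394, a copy of Gapdh that the paper does not discuss, was picked out because it stood at 1875 CPM in RHO-P347S and 1.01 CPM in wild-type control-injected eyes. Among called genes with an annotated transcript and a mean of at least 10 CPM in these eyes, 44 lay beyond 4 on the log2 scale. Of these, 34 have near-identical copies. The median size of their log2 ratio went from 6.31 to 0.239 when each was summed with its copies, as shared reads would give. The RHO-P347S pups came from a cross with the wild-type strain, so a strain difference should spare the reads of that strain's allele. Yet the lower genes among the 34 had log2 fold changes from -14.2 to -4.24. Gapdh stood at 37.1 CPM in RHO-P347S and 2218 CPM in wild-type control-injected eyes, with 35.1 CPM in mouse 4. For these lower genes, the values argue against a strain difference as the whole cause. What else goes with genotype was not tested and may affect other calls between genotypes. For Rho the tables argue against reads counted for another annotated gene, since the largest gain of any gene in RHO-P347S was 1874 CPM (Gm13394) against the 10150 CPM that Rho lacked, and against fewer rods as the whole cause, since the 27 other rod genes had a median log2 fold change of -0.40 (SD 0.498). A lower level of Rho per rod stays open as untested, as do reads of mouse Rho assigned to the human RHO transgene, since the sources do not state whether the reference held it.

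RPE genes, which the paper does not discuss, had a median log2 fold change of 2.07 in miR204-injected over control-injected wild-type eyes. The tables argue against other cells from outside the retina arriving alike, since genes of endothelium and pericytes had a median of -0.18 and fibroblast genes of -0.24. They also argue against an effect of the vector of like size in every mouse. The list median was 0.094, -0.081 and 1.07 in RHO-P347S mice 2, 4 and 5, and 1.55, 1.68 and 0.82 in wild-type mice 1, 2 and 4. Mouse 5 lay among the wild-type mice, so an effect in both genotypes that differs between mice is not opposed. The side of the eye goes with the vector in this design, so these medians argue as much against an effect of the side of like size in every mouse. RPE left on the dissected retina, an effect of miR204 on the RPE and one of the side cannot be told apart. Each allows the list to rise in every wild-type mouse (at least 88.9% of it was higher). No control-injected eye stood out (list levels from -0.078 to 0.10).

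The RPE list also set the miR204-injected eye of RHO-P347S mouse 5 apart, at a log2 level of 1.44 against 0.10 for the next of the 6 RHO-P347S libraries (gap 0.863 of the range). The neutrophil list, with 3 genes, set the miR204-injected eye of wild-type mouse 2 apart, at -0.59 against -0.053 for the next of the 6 wild-type libraries (gap 0.859 of the range).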

How the results depend on the processing

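Mouse 4 alone with the wild-type pairs and lists with an estimated correlation but no block were chosen after the data were seen. Of 1408 values of named genes under the alternatives, 1117 kept their direction and side of the threshold, 199 lost and 89 gained a call, and 3 reversed. In wild-type mice (1 call), edgeR's likelihood ratio test gave 90.0, DESeq2 27, no filter 14, no block 3 and an adjusted p under 0.05 gave 0, and leaving out a pair gave 46 to 621. In RHO-P347S mice 2 and 5 (456 calls), DESeq2 gave 21, no filter 719 and no block 3. Fits with either mouse left out, like that of mouse 4 alone, took their spread from the wild-type pairs, so their calls cannot be set beside these. In all 3 RHO-P347S mice (17 calls), the likelihood ratio test gave 75, DESeq2 5, no filter 77, the test that is not robust 5, an adjusted p under 0.05 gave 8 and no block 0. Leaving out a pair gave 10 to 456, while the replicate block with GC correction gave 17. The interaction (0 calls) gave 17 by the likelihood ratio test, 3 by DESeq2, 1 without the filter, and 0 to 17 with a mouse left out. The overlap of miR204 effect and genotype difference (290 genes) fell to 2 with all 3 mice and to 2 without the block. Leaving out a library gave 2473 to 4715 calls between genotypes in control-injected eyes without mouse 4, 1573 to 4118 with it, and 388 to 2441 in miR204-injected eyes. The other alternatives left these counts within 1.5 times of the reported ones. In RHO-P347S mice 2 and 5, lists that passed went from 20 to 0 with an estimated correlation and 2 with fry. This fit leaves 1 residual degree of freedom, too few to estimate a correlation, so its 0 does not speak against the lists. In wild-type mice, lists that passed went from 18 to 0 and 2. Without the block an estimated correlation left 0 in RHO-P347S mice 2 and 5 and 6 in wild-type mice. Between genotypes, lists that passed went from 15 to 4 with an estimated correlation and 5 with mouse 4 included. The difference between genes with and without a miR-204 seed site was -0.19 in wild-type mouse 2 alone (rank 25 of 35, and -0.17 for the mutated control seed), against 0.040 and 0.0036 in mice 1 and 4. Siglec1 (0.17, SE 0.684) and Rho (-0.12, SE 0.217) reversed in mouse 4 alone, and Rho over 3 mice ran from -0.033 without mouse 2 to 0.12 without mouse 4. A lone pair or library was assumed to vary like the other group in the same fit. A stricter threshold lowers counts by construction, and fewer libraries give less power. For the other settings, and for counts that rose when a pair or library was left out, the cause was not tested. Among 4 splits that part all 3 pairs, too few to weigh chance, the real wild-type split gave 1 call and the highest other 1 (2 splits as large), and the real RHO-P347S split 17 and the highest other 481 (2 as large), which points to a structure of the samples. Of 10 splits of the 6 control-injected libraries, too few as well, the real one gave 2996 calls (1 as large, itself) and the highest other 1, and of 10 splits of the mice for the interaction the real one gave 0 and the highest other 5 (10 as large).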

Differences from the paper's values

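Counts here are at the paper's threshold, an adjusted p under 0.1, from edgeR's quasi-likelihood test with the animal as a block, and the alternatives below were set before the data were examined. In wild-type mice, the paper gives 152 differentially expressed genes, 103 lower and 49 higher, and 1, 0 and 1 were found here. The paper's tables carry a likelihood ratio statistic, so its counts are from another kind of test. No alternative, the likelihood ratio test of edgeR included (90 in all), brings the total or the number of lower genes within 1.5 times of the paper's, while that test, with 33 higher genes, brings their number within it. In all 3 RHO-P347S mice, the paper gives 83 genes, 76 lower and 7 higher, and 17, 17 and 0 were found here. The likelihood ratio test (75 in all, 67 lower and 8 higher) comes within 1.5 times for all 3 numbers, and no filter on low counts does so for the total (77) and the lower genes (62) but not for the higher genes (15). The number of higher genes also comes within it without mouse 2 (6) and without mouse 5 (5). The other alternatives stay further away. For Edn2 in wild-type mice the paper's log2 fold change is -4.73 and the one here -3.82, and only leaving out wild-type mouse 2 (-5.04) brings it within the error.

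The paper states that Rho rose with miR-204 in RHO-P347S mice, while here its log2 fold change in mice 2 and 5 was 0.12 with an adjusted p of 0.213 from edgeR, and it passed under no alternative (adjusted p from 0.162 to 1.0). Rho is not in the paper's Table S5. Its counts here may lack reads assigned to the human RHO transgene, since the sources do not state whether the reference held it. Opn1sw, which the paper names beside it, was called here. All 152 genes of Table S1 had the listed direction, with 1 called by the quasi-likelihood test and 68 by the likelihood ratio test. All 83 genes of Table S3 did so too, with 16 and 69 called, and all 420 of Table S5, with 353 and 374 called. Of the 290 genes that the paper lists as changed in common, 214 were called in both comparisons here. The overlap here also counts 290 genes (88 higher and 202 lower), so the totals are equal but the sets differ.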

Other observations

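The list tests, the interaction and the seed-site tests in this part were planned before the data were examined. Which of them to report here, and the lens levels by library, were chosen after the results were seen.

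Lens genes varied between libraries, with a median log2 level over wild-type control-injected eyes of 2.01 in the control-injected eye of wild-type mouse 1, 1.59 in the miR204-injected eye of RHO-P347S mouse 4 and 0.73 in that of wild-type mouse 2. In both eyes of RHO-P347S mice 2 and 5 it was -1.70 to -1.59, below all 6 wild-type libraries (-1.37 to 2.01). Of 9 lens genes measured between genotypes in control-injected eyes, 1 was lower in RHO-P347S over all genes (median log2 fold change -2.43, adjusted p = 0.782 with an estimated correlation). The 15 lens genes measured in the wild-type comparison of vectors had a median log2 fold change of -0.32 (adjusted p = 0.839 with an estimated correlation). Genes of amacrine cells, which pass signals within the inner retina, had a median log2 fold change of -0.0099 in wild-type mice and -0.039 in RHO-P347S mice 2 and 5, bipolar genes -0.054 and -0.024 and ganglion cell genes -0.052 and -0.034. Genes of the unfolded protein response were higher in RHO-P347S than in wild-type control-injected eyes for 10 of 18 genes and lower for 2 (11 and 3 when adjusted over the list alone, median 0.33, adjusted p = 0.732 with an estimated correlation), with the stress transcription factor gene Atf3 at 1.81 (SE 0.16, adjusted p = 6.2e-06 from edgeR).

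The effect of miR204 differed most between genotypes in interferon and RPE genes when adjusted over the list alone: 18 of 42 type I interferon genes were lower in RHO-P347S than in wild-type (median difference -0.96), 5 of 18 RPE genes were lower (-1.20) and 4 of 23 gliosis and injury genes were higher (0.43), each with adjusted p = 0.275 with an estimated correlation and 0 calls over all genes. By mouse, the type I interferon medians were 0.76, -0.12 and 0.047 in wild-type mice 1, 2 and 4, so the wild-type rise was mainly in mouse 1. In RHO-P347S mice 2, 5 and 4 they were -0.78, -0.54 and 0.029. Ttr had a difference of -3.14 (SE 0.50, adjusted p = 0.885 from edgeR).

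If the delivered miR-204 lowered its direct targets broadly, genes with a match to its seed (AAAGGGA) in the 3′ UTR would lie lower than genes without one, by more than for other sequences of 7 bases of the same composition. In wild-type mice the 2333 genes with a site differed from the 11637 without by -0.043 in the median log2 fold change (rank 28 of 35 from the lowest), and in RHO-P347S mice 2 and 5 by -0.018 (rank 24 of 35). The site of the mutated control seed (CCCTTTC) gave -0.052 (rank 33) and -0.020 (rank 28). The prediction was not met in either of these groups. With all 3 RHO-P347S mice, for which no prediction was written, the difference was -0.012 (rank 8 of 35), and -0.0064 for the mutated control seed (rank 5).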
